# Functional characterization of enhancer evolution in the primate lineage

**DOI:** 10.1186/s13059-018-1473-6

**Published:** 2018-07-25

**Authors:** Jason C. Klein, Aidan Keith, Vikram Agarwal, Timothy Durham, Jay Shendure

## Abstract

**Background:**

Enhancers play an important role in morphological evolution and speciation by controlling the spatiotemporal expression of genes. Previous efforts to understand the evolution of enhancers in primates have typically studied many enhancers at low resolution, or single enhancers at high resolution. Although comparative genomic studies reveal large-scale turnover of enhancers, a specific understanding of the molecular steps by which mammalian or primate enhancers evolve remains elusive.

**Results:**

We identified candidate hominoid-specific liver enhancers from H3K27ac ChIP-seq data. After locating orthologs in 11 primates spanning around 40 million years, we synthesized all orthologs as well as computational reconstructions of 9 ancestral sequences for 348 active tiles of 233 putative enhancers. We concurrently tested all sequences for regulatory activity with STARR-seq in HepG2 cells. We observe groups of enhancer tiles with coherent trajectories, most of which can be potentially explained by a single gain or loss-of-activity event per tile. We quantify the correlation between the number of mutations along a branch and the magnitude of change in functional activity. Finally, we identify 84 mutations that correlate with functional changes; these are enriched for cytosine deamination events within CpGs.

**Conclusions:**

We characterized the evolutionary-functional trajectories of hundreds of liver enhancers throughout the primate phylogeny. We observe subsets of regulatory sequences that appear to have gained or lost activity. We use these data to quantify the relationship between sequence and functional divergence, and to identify CpG deamination as a potentially important force in driving changes in enhancer activity during primate evolution.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1473-6) contains supplementary material, which is available to authorized users.

## Background

Despite seemingly large phenotypic differences between species across the primate lineage, protein-coding sequences remain highly conserved. Britten and Davidson as well as King and Wilson proposed that changes in gene regulation account for a greater proportion of phenotypic evolution in higher organisms than changes in protein sequence [1, 2]. A few years later, Banerji and Moreau observed that the SV40 DNA element could increase expression of a gene independent of its relative position or orientation to the transcriptional start site [3, 4]. This finding led to the characterization of a new class of regulatory elements, enhancers.

Several aspects of enhancers make them ideal substrates for evolution. Enhancers control the location and level of gene expression in a modular fashion [5]. While a coding mutation will disrupt function throughout an organism, a mutation in an enhancer may only affect the expression of a gene at a particular time and location. This modularity of regulatory elements may facilitate the development of novel phenotypes, e.g. by decreasing pleiotropy [6]. Enhancers also commonly exist in groups of redundant elements, referred to as shadow enhancers, which provide phenotypic robustness [7–9]. Therefore, mutations within enhancers generally exhibit lower penetrance than mutations in coding sequences, facilitating the accumulation of variation.

Researchers have studied the role of enhancers in evolution through two main methods: high-resolution, systematic analysis of single enhancers, or low-resolution, genome-wide analysis of many enhancers. Examples of the former include fruitful investigations of how specific enhancers underlie phenotypic changes, e.g. cis-regulatory changes of the *yellow* locus affecting Drosophila pigmentation [10, 11], recurrent deletions of a *Pitx1* enhancer resulting in the loss of pelvic armor in stickleback [12], and recurrent SNPs in the intron of *MCM6,* resulting in lactase persistence in humans [13, 14].

Low-resolution, genome-wide approaches for discovering candidate enhancers via biochemical marks, when applied to multiple species, have identified large-scale turnover of enhancers between human and mouse embryonic stem cells [15], human and mouse preadipocytes and adipocytes [16], mammalian limb bud [17], and vertebrate and mammalian liver [18, 19].

Low-resolution studies have the advantage of characterizing thousands of enhancers at a time, but fail to pinpoint functional variation. In contrast, high-resolution studies can provide clear insights into the evolution of individual enhancers, but the findings may not be broadly generalizable. Applying massively parallel reporter assays (MPRAs) to a closely related phylogeny may offer an opportunity to bridge the insights offered by low- and high-resolution studies. MPRAs have enabled high-resolution functional dissection of enhancers by testing the effects of naturally occurring and synthetic variation on regulatory activity since their inception [20–25], but have only recently been applied to study enhancer evolution [26, 27]. For example, STARR-seq was used to characterize enhancer evolution within five Drosophila species, providing functional evidence of large-scale turnover [26].

Here we set out to concurrently study the evolutionary-functional trajectories of hundreds of enhancers with MPRAs. We identified potential hominoid-specific liver enhancers based on genome-wide ChIP-seq and then functionally tested all of these in parallel. After identifying “active tiles” of these candidate enhancers, we tested eleven primate orthologs and nine predicted ancestral reconstructions of each active tile for their relative activity. Normalizing to the activity of the reconstructed sequences of the common ancestor of hominoids and Old World monkeys, we identify several subsets of active tiles that appear to have gained or lost activity along specific branches of the primate lineage; only some of these patterns are consistent with ChIP-seq-based expectations. We also use these data to examine how the accumulation of mutations impacts enhancer activity across the phylogeny, quantifying the correlation between sequence divergence and functional divergence. Finally, we examine the set of mutations that appear to drive functional changes, and find enrichment for cytosine deamination within CpGs.

## Results

### Identification of candidate hominoid-specific enhancers

From a published ChIP-seq study in mammals [18, 28], we identified 10,611 H3K27ac peaks (associated with active promoters and enhancers) that were present in humans and absent from macaque to tasmanian devil, and that were not within 1 kilobase (kb) of a H3K4me3 peak (associated with active promoters). We considered this set of peaks as potential hominoid-specific enhancers (active within the clade from gibbon to human). We narrowed this to a subset of 1015 candidate enhancers overlapping ChromHMM strong-enhancer annotations in human HepG2 cells [29] that also had orthologous sequences in the genomes of species from human to marmoset. On average, the intersection between the hominoid-specific H3K27ac peak and HepG2 ChromHMM call was 1138 bp (Additional file 1: Figure S1A). In order to identify active subregions of each candidate enhancer, we designed 194 nt sequences tiling across the length of each, overlapping by 93-100 bp (Fig. 1a).

**Fig. 1:**
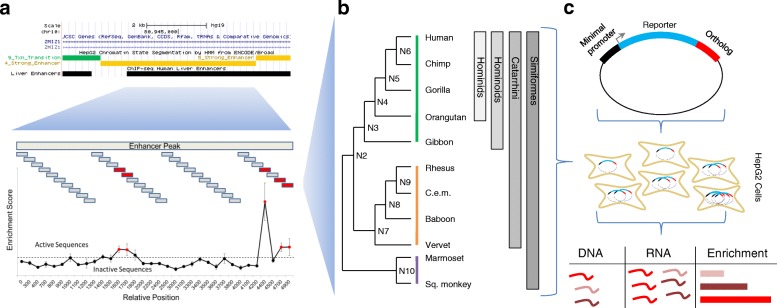
Schematic of Experimental Design. **a** We identified potential hominoid-specific enhancers by intersecting hominoid-specific ChIP-seq predicted enhancers from primary human liver with ChromHMM-predicted strong enhancers in HepG2 cells (screenshot from http://genome.ucsc.edu) [54]. We then tiled across each candidate enhancer using 194 nt sequences and identified 697 tiles that were active in the STARR-seq reporter assay in HepG2 cells. **b** We located orthologous sequences in 11 primates and computationally reconstructed 9 ancestral sequences for 348 of the active tiles, using New World monkeys as an outgroup. **c** We then cloned all 20 present-day or ancestral orthologs per tile and performed STARR-seq again in HepG2 cells. After collecting DNA and RNA from cells, we calculated enrichment scores as the log_2_ ratio of RNA to DNA for each ortholog. Each shade of red represents a different ortholog tested

We synthesized and tested all 10,544 tiles for enhancer activity in a massively parallel reporter assay. Specifically, we used the STARR-seq vector [30], in which candidate enhancers are cloned into the 3′ UTR of an episomal reporter gene, in human HepG2 cells in triplicate. After extracting, amplifying, and sequencing DNA and RNA corresponding to the enhancer regions from transfected cells, we calculated an enrichment score for each tile as the log_2_ of the normalized ratio of RNA to DNA (rho for pairs of replicates between 0.581 and 0.676) (Additional file 2: Table S1, Additional file 1: Figure S2). 

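The tiling screen read out 194-bp pieces of human DNA in HepG2 cells, a liver cancer cell line. In STARR-seq a piece sits in the 3′ UTR of its own reporter, so a piece that acts as an enhancer raises the RNA copies that carry it, and its RNA is compared with its DNA in the same cells. There were 3 transfections, with 1 RNA and 1 DNA library from each, 6 libraries in all. The authors aligned the reads to the designed sequences with BWA mem, kept tiles above a minimum of DNA reads and with at least some RNA reads, and took the log2 of the tile's share of RNA reads over its share of DNA reads. The deposited table holds this log2 score with the transfections already combined, for 6735 entries at 6724 coordinates and for 124 scrambled controls. At 11 coordinates the table lists 2 scores, and each entry was kept as it stands. Read counts are not in this table, so the depth behind a score is unknown and no error between transfections can be given. If the 2 scores listed at one coordinate measure the same tile, they give an SD of 0.59 for a single score, against 0.63 over all tiles. These 11 coordinates differed by a median of 0.76 between their scores, more than random pairs of tiles (0.54) or overlapping tiles (0.40). Their SD therefore cannot be taken as the error of the other tiles. Errors and tests below run over tiles, and neighbouring tiles share sequence, so the tests treat as independent what is partly shared. Coordinates are of hg19, counted from 1, and genes come from GENCODE version 44 mapped to that build. Tiles with a gap of at most 100 bp between them were joined into 1 candidate enhancer.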

We defined “active tiles” as elements with log_2_ enrichment scores greater than 1. 

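Of the scored tiles, 694 were active, which is 10.3% (exact 95% binomial interval 9.59 to 11.1), against 3 of the scrambled controls, or 2.42% (0.502 to 6.91). The odds of a tile being active were 4.63 times those of a control (two-sided Fisher's exact test, p = 0.0015). Most of the scrambled controls that the paper designed have no score, while 63.9% of the designed tiles have one. The comparison covers scored sequences only, and the effect of the unequal loss was not tested. The highest score, 4.85 or a 28.9-fold enrichment of RNA over DNA, came from a tile that overlaps a coding exon of AKAP13, a scaffold protein of protein kinase A, at chromosome 15 from 86251297 to 86251490. This tile has only 33.0% GC and carries the HNF4 consensus, and its sequence is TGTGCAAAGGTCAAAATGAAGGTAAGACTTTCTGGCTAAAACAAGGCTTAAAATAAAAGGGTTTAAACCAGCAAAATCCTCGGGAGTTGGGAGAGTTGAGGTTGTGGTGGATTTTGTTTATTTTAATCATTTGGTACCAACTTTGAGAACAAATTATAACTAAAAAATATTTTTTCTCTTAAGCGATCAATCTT. An intergenic tile at chromosome 22 from 30608701 to 30608894, 33950 bp from the start of LIF, a cytokine of the interleukin-6 family, scored 4.46. Another intergenic tile, at chromosome 1 from 181104184 to 181104377 and nearest to the immediate early gene IER5, scored 4.16. Next came a coding-exon tile of RPTOR, a subunit of mTOR complex 1 (3.38), and one of MYT1 (2.97). An intronic tile of the desmosomal gene PPL at chromosome 16 from 4994848 to 4995041 scored 2.78 and holds the AP-1 consensus. Tiles in ZMIZ1 and in the long noncoding RNA gene ARHGAP29-AS1 scored 2.78 and 2.69. The AP-1 consensus was present in 15.1% of active tiles and in 5.20% of the others, the only one of 14 listed motifs to pass the test (odds ratio 3.25, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 3.3e-18). Tiles with AP-1 had a mean score of 0.52 (SD 0.75, n = 419 tiles) and tiles without it 0.19 (SD 0.61). With tiles called active above about 3-fold enrichment the HNF4 consensus was also more frequent, in 6.80% against 2.00% of tiles (odds ratio 3.57, Fisher's exact test, adjusted p = 0.0072). Active tiles had a median GC content of 59.8% and the others 49.0%.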

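Chaining at gaps of at most 100 bp gave 1476 candidate enhancers, of which 386, or 26.2%, held an active tile. These are chains of scored tiles and not the candidate enhancers of the paper, and their number and share depend on the gap. With overlapping tiles only there were 2612 chains, 17.9% with an active tile. Gaps of up to 1000 bp gave 855 chains and 39.6%. The largest number of active tiles, 11 of 19, lay in a region of chromosome 17 from 80197312 to 80199505 shared by CSNK1D, a casein kinase, and the lactate transporter gene SLC16A3, with a mean score of 1.17 (SD 0.43 over tiles). In a region of introns and a coding exon of CARD10, a gene of NF-kappaB signaling, 9 of 17 tiles were active. In a noncoding RNA gene of chromosome 11, 8 of 12 were active, and the nearest coding gene, MRPL23, starts 41114 bp away. Active tiles had an active overlapping neighbour in 31.5% of 978 pairings, and other tiles in 9.17% of 7304. Scores of tiles that share 80 bp or more had a Spearman rho of 0.415 (4141 pairs), above the 0.186 of tiles of one candidate enhancer that do not overlap (19856 pairs). Both have a two-sided permutation p of 1e-04, the smallest that the permutations can give. The number of active tiles rests on the threshold, with 1650 tiles above 0.58 and 147 above about 3-fold enrichment.

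**Figure D1:**
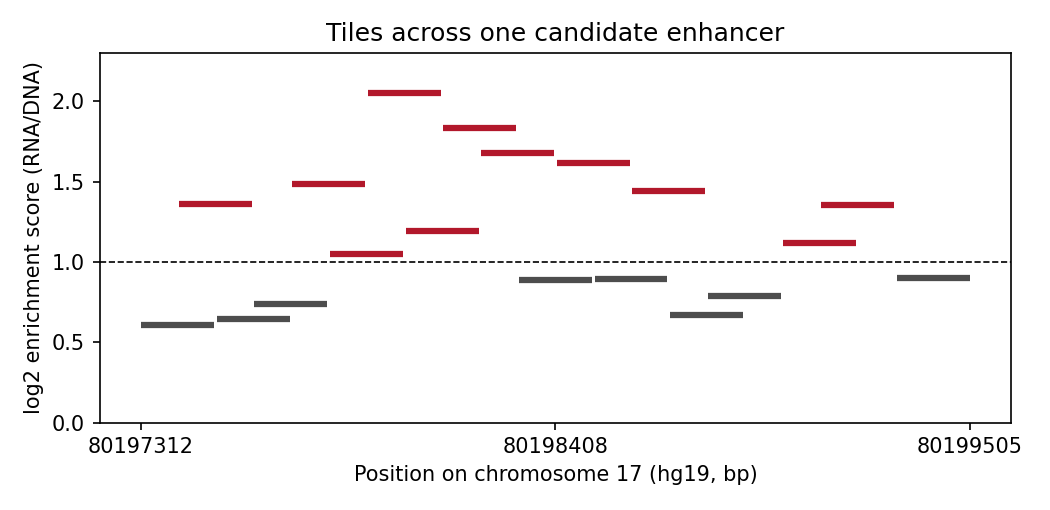
Log2 enrichment scores (y axis) of the 19 scored tiles across the candidate enhancer at CSNK1D and SLC16A3, drawn at their hg19 positions on chromosome 17 in bp (x axis). Each bar spans 1 tile, red bars are the 11 tiles above a score of 1 (dashed line) and gray bars the others, and the highest tile scores 2.05.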

While most of the 1015 candidate enhancers contained no active tiles, we identified 697 active tiles (out of 10,544, or 6.6%), occurring within 34% of the candidate enhancers (Additional file 1: Figure S1B). While we chose a strict cutoff for active tiles to increase specificity, we do note a significant shift towards more positive enrichment scores for all of our tiles as compared to scrambled control sequences (mean score 0.208 v − 0.07, *p* < 1e-5, t-test) (Additional file 1: Figure S1C). 

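Human tiles as a group carried more RNA per DNA copy than scrambled sequence did. Their mean score was 0.21 (SD 0.63 over tiles) and that of the scrambled controls was -0.07 (SD 0.44 over controls). The difference of 0.28 has p = 1e-05 in a two-sided permutation test over sequences, the smallest p that 100000 permutations can give. It is a difference between scored sequences, and most designed controls have no score. The shift is smaller than the spread among single tiles, the lowest of which scored -5.59, and the highest scrambled control reached 1.02. By annotation, tiles over coding exons had the highest mean score, 0.41 (SD 0.73, n = 255 tiles), and intronic tiles the lowest, 0.17 (SD 0.61, n = 3626). Tiles over UTRs averaged 0.35, those over other exons 0.36, those in long noncoding RNA genes 0.21 and intergenic tiles 0.23, and the differences between these classes were not tested.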

We also note enrichments for our active tiles overlapping DHS (1.8-fold), FosL2 ChIP-seq (2.1-fold), JunD ChIP-seq (2.2-fold), and p300 ChIP-seq peaks (1.5-fold) (Fisher’s exact tests, p < 1e-5). While filtering on these marks might boost our ability to predict enhancers, over half of our active tiles did not overlap any of the above marks.

### Computationally predicting the activity of ancestral and orthologous sequences

A goal of this study was to characterize how the number and spectrum of mutations relate to the functional divergence of enhancer activity in primates. We used eleven high-quality primate genomes (human, chimpanzee, gorilla, orangutan, gibbon, rhesus, crab-eating macaque, baboon, vervet, marmoset and squirrel monkey) to locate similarly-sized orthologs of each of our 697 active human tiles. We were able to identify orthologs in all eleven species for 348 of the 697 active human tiles. Since these species are separated by only ~ 40 million years, they retain high nucleotide identity. We sought to take advantage of this to ask whether we could computationally pinpoint the sequence changes that underlie apparent functional differences between orthologous sequences within primates. Of note, we had not yet measured the functional activity of orthologs of active tiles. Rather, we were assuming that previously observed patterns of gain/loss in H3K27 acetylation were reflective of whether particular tiles were active or inactive in each primate.

We first examined turnover of motifs of transcription factors (TFs) known to be associated with enhancer activity in HepG2: FosL2 and JunD [31]. We focused on comparing the human ortholog to the marmoset ortholog, the furthest outgroup with ChIP-seq data. We identified a modest enrichment of the AP-1 consensus motif, the motif for JunD and FosL2 binding, in the human ortholog compared to marmoset (*p* = 0.012, Fisher’s exact). However, AP-1 site turnover could only explain 5% of the gain-of-activity events predicted by H3K27ac ChIP-seq. For a more global analysis, we scanned our human and marmoset ortholog sequences for matches to the HOCOMOCO v9 motif database [32] using FIMO [33] and identified an enrichment in the human orthologs for hepatocyte nuclear factors (2.1-fold, Fisher’s exact *p* = 0.0013) and FoxA transcription factors (3.9-fold, Fisher’s exact *p* = 1e-4) (Additional file 2: Table S2).

As a different approach, we built a computational model for predicting enhancer activity in HepG2 cells, and then sought to apply that model to the active tiles and their orthologs. Specifically, we trained a gapped k-mer support vector machine (gkm-SVM), a sequence-based classifier based on the abundance of gapped k-mers in positive and control training data, on an independent massively parallel reporter assay experiment in HepG2 cells [31, 34]. We evaluated the model by predicting the enrichment scores from our tiling experiment on human orthologs, which the model had not seen during training. 

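Tiles that the gapped k-mer model scored higher were more active in the tiling screen. Active tiles had a mean predicted score of 0.314 (SD 0.377, n = 191 tiles) and other tiles one of -0.0605 (SD 0.358, n = 1807), a difference of 0.375 (two-sided permutation test over tiles, p = 1e-05, the smallest that the permutations can give). Across tiles the Spearman rho was 0.463, with the same smallest p. This covers the first 1998 of the 6724 rows of Table S3, whose order was unrelated to the score (rho -0.0141). Predicted score and GC content of these tiles had a rho of 0.779, and GC content and measured score one of 0.561. Given GC content, the partial rho of predicted and measured score was 0.0510, a test chosen after the values were seen. Tiles are not independent replicates, since neighbours share sequence. In the paper the tiles served to evaluate the model, which had not seen them in training.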

Although the original data was based on an entirely different MPRA assay (‘lentiMPRA’) and sequences, the scores for each tile predicted from the gkm-SVM model correlated reasonably well with our enrichment scores obtained through STARR-seq in HepG2 cells (Spearman rho = 0.453, *p* < 1e-10) (Fig. 2a, Additional file 2: Table S3). This model outperformed an LS-GKM model trained on a larger dataset of ChIP-seq data from HepG2 [31]. We then used the MPRA-trained model to predict regulatory activity for the rhesus, vervet, and marmoset orthologs, all of which did not have H3K27ac peaks. We expected to find lower predicted activity for these three orthologs compared to human. However, the predicted activity for the human vs. rhesus, vervet, or marmoset orthologs were not significantly different (*p* = 0.10, t-test), although it did trend in the right direction for all three comparisons (Fig. 2b).

**Fig. 2:**
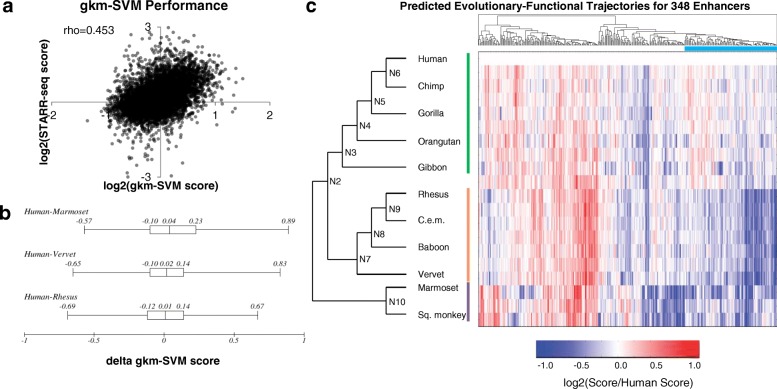
Performance of Computational Predictions. **a** We trained the gapped-kmer support vector machine classifier (gkm-SVM) on an independent reporter assay experiment conducted in HepG2 cells. We then predicted the functional activity of all of our human sequence tiles and found a modest correlation with our functional data. **b** The distributions of differences in predicted gkm-SVM score between the human vs. marmoset, vervet, or rhesus ortholog for all active human tiles. **c** Predicted scores for all orthologs of the 348 human-active enhancer tiles, normalized to the human ortholog. Clades are denoted by colored lines (green: hominoid, orange: Old World monkeys, purple: New World monkeys). Cyan bar below dendrogram denotes a group of 108 enhancer tiles that follows expectations for hominoid-specific enhancers as predicted by ChIP-seq comparative genomics

With the goal of increasing our power to detect mutations underlying gains or losses in enhancer activity, we reconstructed nine ancestral sequences of the 11 primate orthologs using FastML, a maximum-likelihood heuristic (Fig. 1b) [35]. All ancestral reconstructions except for N10 (most recent common ancestor (MRCA) to New World monkeys) and N2 (MRCA to Catarrhines) had a marginal probability > 0.8 (Additional file 1: Figure S5). We then applied the gkm-SVM model to predict regulatory activities for the 20 orthologs (11 from present-day primate genomes, 9 reconstructed ancestral sequences) of the human-active tiles. To characterize evolutionary trajectories, we performed hierarchical clustering on the vectors of predicted activity for each tile, and identified a group of 108 enhancer tiles that show decreased predicted activity in rhesus, vervet, and marmoset compared to human, following the pattern predicted by H3K27ac ChIP-seq (Fig. 2c). However, this was a clear minority of all tiles evaluated with this computational model (108/348, or 31%). We obtained similar results when using the deltaSVM package with a model trained on HepG2 DNase + H3K4me1 [36].

### Functional characterization of ancestral and orthologous sequences

We were surprised that less than a third of our computational predictions were concordant with ChIP-seq predictions. This could be due to limitations either in interpreting patterns in H3K27ac gain/loss, the computational models that we are applying to predict the relative activities of orthologs, or both. To investigate this further, we synthesized and functionally tested all 20 versions of each of the 348 active tiles with the STARR-seq vector in HepG2 cells. With the goal of improving accuracy and reproducibility, we added degenerate barcodes adjacent to each sequence of interest while cloning the library, so that we could distinguish multiple independent measurements for each element. Furthermore, we performed three biological replicates, which correlated well (independent transfections; Spearman rho between 0.773 and 0.959) (Additional file 1: Figure S3A-C). 

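In the ortholog screen each human-active tile was tested in 20 versions, from 11 present-day primates and 9 reconstructed ancestors. These were cloned into the same reporter with short random barcodes, so that 1 sequence was measured many times. Hominoids are human, chimpanzee, gorilla, orangutan and gibbon with ancestors N3 to N6. Old World monkeys are rhesus, crab-eating macaque, baboon and vervet with N7 to N9, and New World monkeys are marmoset and squirrel monkey with N10. N2 is the reconstructed ancestor of the hominoids and Old World monkeys. The library went into HepG2 cells in 3 transfections with 1 RNA and 1 DNA library each. The authors kept only error-free alignments, computed the log2 ratio of RNA to DNA per barcode, averaged it over barcodes and transfections, and left out sequences below a minimum number of measurements. The deposited table has 1 such log2 score per sequence, without barcode values or counts, so neither depth nor error is known for a single score. Many versions of a tile hold exactly equal scores, and 3404 scores are distinct within their tile. Differences between versions of a tile were taken by subtraction on the log2 scale, and errors and tests run over tiles.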

We took the average enrichment score of all barcodes over all three replicates and filtered out any element with less than six independent measurements. On average, this set had 31 independent measurements per element (Additional file 1: Figure S3D).

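Scores were present for 5218 sequences of 340 enhancer tiles, with a median of 17 of the 20 versions per tile. The crab-eating macaque had the most scored tiles among present-day species, 284, and the squirrel monkey the fewest, 228. Human orthologs were scored in 262 tiles and reconstructed N2 in 248. The mean score over all sequences was -0.71 (SD 1.40 over sequences). Human orthologs averaged -0.67 (SD 1.42), rhesus -0.79 (SD 1.42) and marmoset -0.53 (SD 1.30). In each of these the spread among tiles was far larger than the differences between the species' means, which were not tested here over unequal sets of tiles.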

The resulting dataset included enrichment scores for 5426 of the 6960 sequences tested (78.0%), corresponding to 344 of the 348 human-active enhancer tiles (98.9%) (Additional file 2: Table S4). As expected, the average pairwise correlation between species was higher within clades (hominoid, Old World monkeys, and New World monkeys) than between clades (Fig. 3a). 

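Activity was shared most closely among the Old World monkeys and among the hominoids. The 21 pairs of Old World monkey nodes had a mean Spearman rho of 0.950 across tiles, the 36 hominoid pairs 0.923 and the 3 New World monkey pairs 0.805. All 60 pairs within a clade averaged 0.927 and the 111 pairs between clades 0.736, with single values between clades from 0.568 to 0.863. Shuffling the node names within each tile gave no difference as large in 1000 permutations (two-sided permutation test, p = 0.001, the smallest that they can give). Exactly equal scores made up 24.0% of the entries compared within clades and 0.175% of those compared between clades.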

We do note a lack of correlation between human tiles from our tiling screen and ortholog screen (rho = 0.05, *p* = 0.5). 

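Almost every tile carried into the ortholog screen was active in the tiling screen, and few human orthologs scored above 1 when tested again. Of 337 ortholog tiles that overlap a scored tile of the tiling screen, 335 had a score above 1 there. Among the 260 with a scored human ortholog, 24 (9.23%) were above 1 in the ortholog screen. Their median score was 1.30 in the tiling screen and -0.51 in the ortholog screen, which was normalized within its own library. A score of 1 is therefore not the same cut-off in both screens, and the 9.23% is not a rate of replication. The 2 scores of a tile had a Spearman rho of 0.0474 (two-sided permutation test over tiles, p = 0.45), and Pearson's r was -8.5e-05 (p = 1). The tile near IER5, among the highest of the tiling screen, had no scored human ortholog, and its 3 scored hominoid species averaged 1.66 (SD 0.24). In the other direction, the tile near LIF scored 4.46 in the tiling screen, and the hominoid species of its ortholog tile averaged -1.28.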

While not ideal, this observation is not unprecedented [31]. We selected the top 6% of tiles from the first experiment, with similar functional scores, and then re-tested and re-normalized them against the ortholog library with a much greater dynamic range. Both the high reproducibility in our ortholog screen (rho = 0.773–0.959) and the finding that our data from the ortholog screen are highly structured (i.e. similar orthologs show similar activity) support our confidence that our scores are biologically meaningful.

**Fig. 3:**
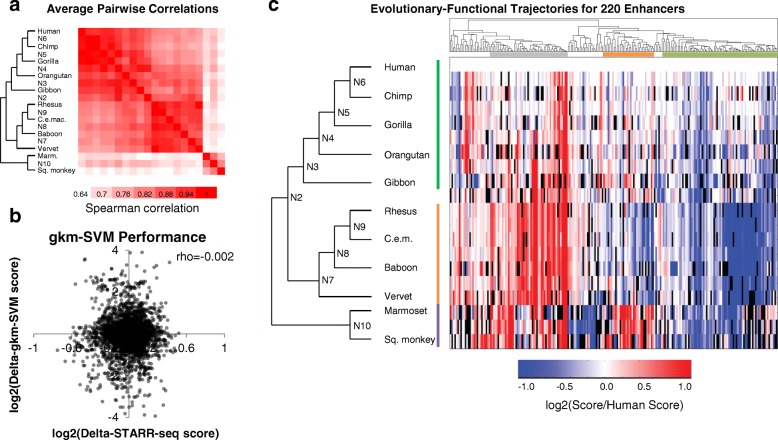
Functional Scores for Orthologs and Ancestral Sequences. **a** The average pairwise Spearman correlation of functional scores between any two orthologs across all enhancer tiles tested. **b** Correlation between the STARR-seq enrichment scores, normalized to the enrichment score of its human ortholog (log_2_[non-human score/human score]), and gkm-SVM predicted scores, similarly normalized to the predicted score of its human ortholog (log_2_[non-human prediction/human prediction]). **c** Functional scores normalized to human for all orthologs of the 220 enhancer tiles. Black bars represent missing data. Clades are denoted by vertical colored lines (green: hominoid, orange: Old World monkeys, purple: New World monkeys). Groups are denoted by horizontal colored lines below the dendrogram; gray: relatively higher activity in in Old World monkeys, orange: relatively lower in Old World monkeys, green: relatively higher activity in either humans or hominoids

For our initial analyses, we normalized the enrichment scores for all non-human orthologs to the enrichment score of the human ortholog, given that these tiles were first identified on the basis of the human ortholog exhibiting activity (Additional file 2: Table S5). 

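For 211 enhancer tiles the human ortholog and at least 14 other versions had a score. All 19 others were scored together with human in 54 tiles.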

We identified 220 enhancer tiles for which we successfully assayed activity for the human ortholog and at least 14 other orthologs. For each of these orthologs, we asked how well the experimental measurements correlated with the gkm-SVM predictions from Fig. 2c. Specifically, we asked whether the gkm-SVM model predicted functional differences between closely related orthologs by comparing our scores of model predictions vs. functional data (all scores normalized to the human ortholog). There was no correlation between the predicted vs. experimental normalized scores using the MPRA-trained model (Fig. 3b; Spearman rho = − 0.002, *p*-value = 0.892) (Additional file 2: Table S6) or a model trained on HepG2 DNase + H3K4me1 (Spearman rho = − 0.013, *p*-value = 0.633). Therefore, while the kmer-based model performed well at characterizing relative activities of diverse elements (Fig. 2a), it did not predict the relative activities of closely related sequences as measured here (Fig. 3b).

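Within tiles, the predicted difference of a version from the human ortholog had no detectable relation to the measured one. Over 1998 versions the Spearman rho between the predicted and the measured difference from human was 0.0032 (two-sided permutation test over versions, p = 0.89). This is the part at hand of the 4121 rows of Table S6, and the score differences listed there match the deposited scores to within 5.0e-06. Versions of one tile are not independent of each other.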

We next performed hierarchical clustering on the vectors of experimentally measured activity for each tile (i.e. where each vector consists of the set of activities experimentally measured for orthologs and ancestral reconstructions of a human-active tile, normalized against the activity of the human ortholog; Fig. 3c). 

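Clades differed in both directions, with hominoid sequences stronger at some tiles and Old World monkey sequences stronger at others. Of the tiles with human and at least 14 other versions scored, 210 had a value for both clades. In 42 of these the present-day hominoids averaged more than 0.5 above the present-day Old World monkeys on the log2 scale, and in 30 tiles they averaged more than 0.5 below them (two-sided exact sign test, p = 0.19). Beyond a difference of 1, hominoids were above in 22 tiles and below in 9 (same exact test, p = 0.029). The mean difference was 0.11 (SE 0.05 over tiles), from a mean score of -0.46 in hominoids and -0.57 in Old World monkeys (two-sided sign-flip permutation test, p = 0.038). In 39 of 195 tiles with at least 3 species of each clade scored, every hominoid lay above every Old World monkey, and in 26 every hominoid lay below. The largest gap was in the long noncoding RNA gene LINC02814 at chromosome 1 from 229283882 to 229284067, where 4 hominoids averaged 0.70 (SD 0.07) and 4 Old World monkeys -2.94 (SD 0.32), a 12.4-fold difference. An intergenic tile 3671 bp from the start of CXXC5, a zinc finger gene of Wnt signaling, at chromosome 5 from 139023121 to 139023305, was 5.87-fold higher in hominoids. Both of its means were low, -2.08 in hominoids and -4.64 in Old World monkeys. A tile over a coding exon of the DNA helicase gene PIF1, at chromosome 15 from 65108752 to 65108937, was 5.07-fold higher. In the other direction, a tile in an intron of LRRC20, at chromosome 10 from 72123799 to 72123984, averaged -2.81 (SD 0.83) in 5 hominoids and 0.02 (SD 0.69) in 4 Old World monkeys. An intronic tile of GTF3C1, a subunit of the RNA polymerase III factor TFIIIC, at chromosome 16 from 27482122 to 27482306, averaged -2.19 (SD 1.19) in hominoids and 0.25 (SD 0.80) in Old World monkeys. A tile in a noncoding RNA gene at chromosome 16 from 88268248 to 88268428, nearest to ZNF469, averaged -0.52 in hominoids and 1.25 in Old World monkeys. Overlapping tiles did not always share the difference. The LINC02814 tile overlaps one from 229283983 to 229284167 with 0.91, in the same direction. The CXXC5 tile overlaps one from 139023021 to 139023205 with -0.63, in the opposite direction. The tile nearest to ZNF469 overlaps one from 88268206 to 88268386 with -0.03. With 1 mean value per candidate enhancer the mean difference was 0.093 and no longer passed the sign-flip permutation test (p = 0.074), and the median over tiles was 0.04 (p = 0.16). With the median of each clade in place of its mean the difference was 0.126 (permutation p = 0.021). With reconstructed nodes added it was 0.121 (permutation p = 0.02). A different set, the 247 tiles with N2 and both clades scored, gave 0.08 with reconstructed nodes included. That difference did not pass the sign-flip permutation test (p = 0.095).

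**Figure D2:**
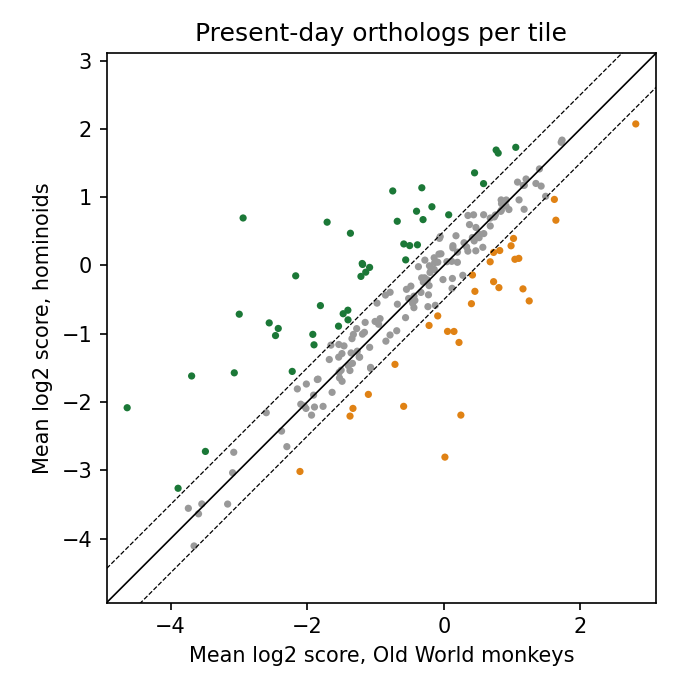
Mean log2 score of the present-day Old World monkeys (x axis) and of the present-day hominoids (y axis) for each of 210 enhancer tiles. Points on the solid line have equal means, and dashed lines mark a difference of 0.5. Green points are the 42 tiles higher in hominoids by more than that, orange points the 30 tiles lower, and gray points the rest.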

We identified a group of 78 enhancer tiles with relatively higher activity in either humans or hominoids (78/220 or 35.5%) (Fig. 3c, green group), a group of 35 enhancer tiles with relatively lower activity in the Old World monkey lineage (15.9%) (Fig. 3c, orange group), and a group of 52 enhancer tiles with relatively higher activity in the Old World monkey lineage (23.6%) (Fig. 3c, gray group). 

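Most of the variation among the versions of a tile lay between the 3 clades. Over 211 tiles, 66.5% of the variance within tiles was between hominoids, Old World monkeys and New World monkeys. After the node names were shuffled within each tile, the share averaged 12.2% and reached 16.1% at most in 1000 permutations (one-sided permutation test, p = 0.001, the smallest that they can give). Exactly equal scores, frequent within clades, are part of this share. With the identical scores of a tile collapsed it was 62.6%, against an average of 18.4% after shuffling (one-sided permutation test, p = 0.001).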

As a negative control, when we permuted species’ ids for each tile (i.e. shuffling raw scores represented within each column of Fig. 3c, renormalizing, and performing hierarchical clustering), we no longer observe coherent clustering of activity patterns by clades (Additional file 1: Figure S4).

The first group, i.e. the subset of 78 enhancer tiles (35.5% of 220 tested) with greater activity in humans or hominoids relative to other primates, corresponds to the pattern predicted by the ChIP-seq data, slightly higher than the proportion of the 108 tiles (31% of 348 tested) whose computationally predicted activity was concordant with the pattern predicted by the ChIP-seq data (Fig. 2c). However, only 26 enhancer tiles overlapped between these groups, which is not more than expected by chance (*p* = 0.69, Fisher’s exact test). This was consistent with the lack of correlation between the experimental and predicted relative scores shown in Fig. 3b.

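In 39 of 140 tiles with all 4 species and at least 14 versions besides human scored, human lay above rhesus, vervet and marmoset, which is 27.9% (exact 95% binomial interval 20.6 to 36.1). Exchanging the 4 species at random within each tile gave 24.3% on average, and the difference did not pass the test (two-sided permutation test, p = 0.38). Scores of rhesus and vervet, of one clade, had a rho of 0.928, so the 4 species are not exchangeable and 24.3% is not the share to be met with no difference between the species. The clustering of Fig. 3c was not repeated here.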

For several reasons, we chose to move forward with the experimentally measured activities of primate enhancer tile orthologs. First, we believe that experimental measurements are preferable to computational predictions when available. A condition for this preference is that the experimental measurements are reproducible, which in this case they are (Additional file 1: Figure S3A-C). Second, the computational model used here is predicting the likelihood of a sequence belonging to an active vs. inactive group, while the experimental data measure the relative activity of each sequence. Although improving computational tools remains a paramount goal, experimental data are presently better for quantifying differences in activity, which is the attribute that we would like to correlate with sequence divergence. Third, the differences in experimentally measured activity between orthologs relative to human were generally much greater in magnitude than the computational predictions (e.g. compare Fig. 2c vs. Fig. 3c, which use the same color scale), and furthermore in patterns that were consistent with the phylogeny relating those sequences to one another (Fig. 3c vs. Additional file 1: Figure S4, which is the same data permuted).

#### Evolutionary-functional trajectories for hundreds of enhancer tiles across the primate phylogeny

We had originally normalized enhancer tile activity to the human ortholog with the assumption that most enhancer tiles would be hominoid-specific based on patterns in H3K27ac ChIP-seq data. While our largest group did agree with the ChIP-seq data, it only represented 36% of the tested tiles. Given that the groups that we did observe were relatively coherent in relation to the lineage tree (Fig. 3c), we turned to asking whether we could quantify the enhancer activity of various orthologs relative to their common ancestor.

For this, we normalized the enhancer tile activity scores for all orthologs to the MRCA of Catarrhines (N2; common ancestor of hominoids and Old World monkeys) (Additional file 2: Table S7). We then performed hierarchical clustering on the 200 enhancer tiles with scores for N2 and at least 14 additional orthologs. The resulting heatmap is shown in Fig. 4a. We observed several subsets of enhancer tiles that exhibited gains or losses in activity as measured by STARR-seq, relative to the experimentally measured activity of the reconstructed sequence of the ancestor to Catarrhines (Additional file 2: Table S8). Many of these subsets were coherent in relation to the lineage tree, meaning that more closely related orthologs exhibited consistent changes in activity in relation to one another.

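Over all tiles with a score for N2, no clade had a detectable mean shift from it. Hominoid nodes averaged 0.00 from N2 (SE 0.04, n = 248 tiles), Old World monkey nodes -0.08 (SE 0.04, n = 247) and New World monkey nodes -0.02 (SE 0.07, n = 227). None of these passed a two-sided sign-flip permutation test (p = 0.95, 0.076 and 0.80). Shifts smaller than 0.2 were not simulated for this test, so one of -0.08 in Old World monkeys cannot be excluded. For 200 tiles N2 and at least 14 other versions were scored. The paper chose the 5 groups of Table S8 on these same scores, so a test of a group in the direction of its name is not independent evidence of that direction. Every change also shares the single N2 score of its tile, whose error moves all nodes of the tile together.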

**Fig. 4:**
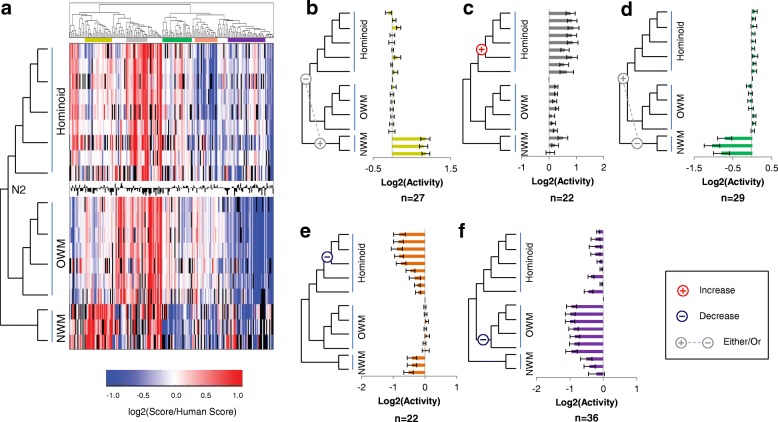
Common Patterns of Enhancer Modulation over the Primate Phylogeny. **a** Functional scores for all enhancer tiles normalized to the MRCA of hominoids and Old World monkeys (N2). Black bar graph in the center contains the N2 score for each tile. Color bars above the heatmap indicate subsets of enhancer tiles exhibiting coherent patterns with respect to gain/loss of activity across the primate phylogeny, including: increased in NWM (yellow), increased in hominoid (gray), decreased in NWM (green), decreased in hominids (orange), and decreased in OWM (purple). **b** The average score normalized to N2 for each species across the group of 27 enhancer tiles with increased activity restricted to the outgroup of New World monkeys. Gray “+” / “-” indicates that there could be either a gain-of-activity event at the “+” or a loss-of-activity event at the “-”. Error bars are one standard error. **c** Same as (**b**) for a group of 22 enhancer tiles with increased activity within the hominoid clade. Red “+” indicates a gain-of-activity event. **d** Same as (**b**) for a group of 29 enhancer tiles with decreased activity restricted to the outgroup of New World monkeys. **e** Same as (**b**) for a group of 22 enhancer tiles with decreased activity in hominids. Blue “-” indicates a loss-of-activity event. **f** Same as (**b**) for a group of 36 enhancer tiles with decreased activity in OWM

The first group (yellow; Fig. 4b) contains enhancer tiles with increased activity restricted to the outgroup of New World monkeys. This group contains 27 enhancer tiles (13.5%), and is consistent with either a single loss-of-activity event occurring between the MRCA to Simiformes (hominoids, Old World monkeys, and New World monkeys) and N2, or a single gain-of-activity event on the branch leading to the New World monkeys. 

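In these 27 tiles the New World monkey versions were stronger than N2 while the others stayed near it. New World monkey nodes averaged 0.86 above N2 (SE 0.09 over tiles), a 1.81-fold difference. Marmoset was 0.85 above N2 (SE 0.12, n = 24 tiles) and squirrel monkey 0.86 (SE 0.10, n = 23). Hominoid nodes differed from N2 by 0.01 (SE 0.03, p = 0.72) and Old World monkey nodes by -0.00 (SE 0.04, p = 0.91; two-sided sign-flip permutation tests). For the New World monkeys p was 1e-05, the smallest that the permutations can give, in a group the paper selected on these scores. In 26 of the tiles every scored New World monkey node lay above N2. The largest change, 2.32, was in an intergenic tile at chromosome 21 from 43098943 to 43099126 whose nearest gene is the kinase gene RIPK4. A tile in an intron of ZMIZ1, at chromosome 10 from 80947100 to 80947284, was 2.99-fold above N2 in the 1 node scored. Over a coding exon of ABCC6, an ATP-binding cassette transporter, at chromosome 16 from 16315605 to 16315789, the mean was 1.48 above N2.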

As New World monkeys served as our outgroup, we cannot distinguish between these possibilities.

A second group (gray, Fig. 4c) contains 22 enhancer tiles (11%) with increased activity within the hominoid clade. These enhancer tiles can be explained by single gain-of-activity event along the branch from N2 to the MRCA to hominoids. This group of tiles is particularly interesting as a subset of recently evolving primate enhancers, with increased activity unique to hominoids.

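Hominoid versions of these 22 tiles averaged 0.77 above N2 (SE 0.16 over tiles), a 1.71-fold difference, and the median over tiles was 0.43. By node the mean was 0.79 in human (SE 0.17, n = 21 tiles), 0.90 in chimpanzee (SE 0.21) and 0.65 in gibbon (SE 0.25, n = 17). The reconstructed hominoid ancestor N3 was 0.55 above N2 (SE 0.16). Old World monkey nodes were also above N2, by 0.24 (SE 0.04), in 21 of the tiles. Both shifts had the smallest p the permutations can give, 1e-05 (two-sided sign-flip permutation test over tiles), in tiles picked by the paper from these scores. New World monkey nodes averaged 0.31 above N2 (SE 0.16, n = 18, p = 0.053). In 8 tiles every scored hominoid node was above N2. The highest of these, 2.54 above N2, overlaps the IER5 tile of the tiling screen. An intronic tile of SH3GL1, an endophilin gene, at chromosome 19 from 4391305 to 4391490, averaged 2.53 above N2. A tile in an intron of DAB2IP, a Ras GTPase-activating protein, at chromosome 9 from 124527488 to 124527666, averaged 1.96 above N2. From the increased activity within the hominoid clade, the paper reasons that one gain of activity between N2 and the ancestor of hominoids can explain the group.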

A third group (green; Fig. 4d) contains enhancer tiles with decreased activity restricted to the outgroup of New World monkeys. This group contains 29 enhancer tiles (14.5%), and is consistent with either a single gain-of-activity event occurring between the MRCA to Simiformes (hominoids, Old World monkeys, and New World monkeys) and N2, or a single loss-of-activity event on the branch leading to the New World monkeys.

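New World monkey nodes averaged -0.91 from N2 in these 29 tiles (SE 0.14 over tiles), which is 0.532 times the activity of N2. By node the change was -0.71 in marmoset (SE 0.19, n = 26 tiles), -0.79 in squirrel monkey (SE 0.21, n = 22) and -1.04 in their reconstructed ancestor N10 (SE 0.20, n = 28). Hominoids were at 0.04 (SE 0.04, p = 0.34) and Old World monkeys at -0.03 (SE 0.04, p = 0.46), both by two-sided sign-flip permutation. The same test gave 1e-05 for New World monkeys, the smallest p possible with its permutations, though the paper formed the group from these scores. All scored New World monkey nodes lay below N2 in 22 tiles. A tile in an intron of ABCA4, a retinal transporter gene, at chromosome 1 from 94533820 to 94534005, had a mean change of -2.85. One in MYL12-AS1, 4276 bp from the start of the myosin light chain gene MYL12B, at chromosome 18 from 3257114 to 3257288, had one of -2.37. A tile in LINC01271, whose nearest coding gene is the liver transcription factor gene CEBPB, had a change of -2.17 in the 1 New World monkey node scored, at chromosome 20 from 48937898 to 48938083.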

A fourth group (orange; Fig. 4e) contains 22 enhancer tiles (11%) with decreased activity in hominids (great apes and humans) relative to N2. The most parsimonious explanation is a single loss-of-activity event along the branch from the MRCA of hominoids to the MRCA of hominids (Fig. 4e). We do note some decreased activity in NWM, gibbon, N3, and orangutan, but the largest change is localized to hominids. Therefore, while we are highlighting the event on the branch leading to hominids, there were likely additional functional events throughout the tree. This group is particularly interesting in that the human enhancer tiles, which are active based on ChIP-seq and our initial tiling experiment, have lower activity than some ancestral sequences as well as Old and New World monkeys. 

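Great ape and human versions of these tiles fell by 0.73 on average against N2 (SE 0.14 over 22 tiles), to 0.605 times its activity, with a median over tiles of -0.46. Chimpanzee was at -0.89 (SE 0.18, n = 19 tiles), human at -0.81 (SE 0.19, n = 21), gorilla at -0.75 (SE 0.16, n = 20) and orangutan at -0.32 (SE 0.18, n = 19). The ancestor N5 of human, chimpanzee and gorilla was at -0.82 (SE 0.14) and the hominid ancestor N4 at -0.46 (SE 0.15). Gibbon and N3 together averaged -0.21 (SE 0.09, p = 0.024) and New World monkeys -0.45 (SE 0.13, n = 21, p = 0.0010). Old World monkeys averaged 0.02 (SE 0.04, permutation p = 0.55). All p are from two-sided sign-flip permutation tests, and that of the hominids, 1e-05, is the smallest possible and belongs to tiles chosen on these scores. Every scored hominid node was below N2 in 14 tiles. The lowest of these was the GTF3C1 tile, with a mean change of -2.67 over 6 hominid nodes. A tile over a UTR of the deubiquitinase gene MINDY1, at chromosome 1 from 150975282 to 150975464, had a mean change of -1.71, and the tile in the noncoding RNA gene nearest to ZNF469 one of -1.61.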

Looking more broadly, there are 35 enhancer tiles (17%) for which the human sequence exhibits significantly lower activity than the reconstructed N2 ortholog (*p* < 0.05, t-test). This bias towards reductions in activity relative to the ancestral N2 ortholog is not unique to human orthologs. 

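Human orthologs lay below N2 about as often as above it. Of 212 tiles with both scores, human was lower in 99, higher in 105 and equal in 8 (two-sided exact sign test, p = 0.73). By more than 0.5 on the log2 scale, human was lower in 25 tiles and higher in 27. The mean difference was 0.00 (SE 0.05 over tiles; two-sided sign-flip permutation test, p = 0.93). The largest drop was in an intron of TRAPPC9, a vesicle trafficking gene, at chromosome 8 from 140981330 to 140981508, where human scored -1.60 and N2 0.99. In the GTF3C1 tile human scored -2.45 and N2 -0.05, and in the MINDY1 tile -1.98 and 0.16. The largest rise was in the SH3GL1 tile, from -3.49 in N2 to -0.84 in human. A tile in PROSER2-AS1 at chromosome 10 from 11917403 to 11917580 went from -1.68 to 0.85, and there 5 hominoids averaged 0.71 and 4 Old World monkeys 0.74, so that the N2 score stands apart from both clades. An intergenic tile at chromosome 11 from 67914329 to 67914514, nearest to the choline kinase gene CHKA, went from -1.33 to 0.82. The paper called tiles by a t-test, which was not repeated here.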

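Leaving out New World monkeys, 1624 scored sequences lay below the N2 score of their tile and 1577 above it, so 50.7% of those that differed were lower. With all versions of a tile kept together, this share was not distinguishable from an even split (two-sided permutation test over 248 tiles, p = 0.74). Hominoid sequences split into 854 below and 855 above, and Old World monkey sequences into 770 below and 722 above. With N7, the ancestor of Old World monkeys, in place of N2 the share below was 48.3% (permutation p = 0.42). With human as the reference it was 54.1% (permutation p = 0.069), and among differences of more than 1 from N2 it was 61.5%, with 214 sequences below and 134 above (permutation p = 0.091). These counts take any difference between scores, and no test was made for a single sequence.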

Across the full dataset, 626 orthologs (excluding New World monkeys) showed a significant reduction in activity compared to the N2 ortholog while only 543 showed a significant increase (*p* = 0.0085, two-proportion z-test). This result suggests that the ancestral forms of regulatory sequences queried here tended to have greater activity than descendant sequences.

A fifth group (Fig. 4f) contains enhancer tiles that maintain activity in all orthologs except for Old World monkeys, which have consistently decreased activity relative to N2. It also contains some enhancers with decreased activity in NWM, which may be due to an additional loss-of-activity event. This group contains 36 enhancer tiles (18%). A parsimonious explanation is that this group comprises tiles in which loss-of-activity events occurred on the branch between N2 and the MRCA to Old World monkeys. 

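In this group of 36 tiles the Old World monkeys fell by 0.94 on average (SE 0.13 over tiles), to 0.522 times N2. The change was of like size in crab-eating macaque (-0.99, SE 0.14, n = 34 tiles), rhesus (-0.95, SE 0.16, n = 31), vervet (-0.95, SE 0.17, n = 30) and baboon (-0.85, SE 0.15, n = 32). Their ancestor N7 was at -0.86 (SE 0.14). Hominoids were at -0.27 (SE 0.11, sign-flip permutation p = 2e-05), with a median over tiles of -0.16, and lower than N2 in 29 tiles. New World monkeys were at -0.48 (SE 0.18, n = 32, same test, p = 0.0074). Among hominoids, gibbon was at -0.44 (SE 0.13) and human at -0.16 (SE 0.05). The reconstructed ancestors N3 and N4 were each at -0.07 (SE 0.03 and 0.04). For the Old World monkeys the two-sided sign-flip permutation test gave its smallest possible p, 1e-05, on tiles the paper had picked by their scores. Every scored Old World monkey node lay below N2 in 30 tiles. The LINC02814 tile had a mean change of -3.43 and the CXXC5 tile one of -2.85 over 7 nodes each. An intergenic tile at chromosome 1 from 19372126 to 19372301, nearest to the intermediate filament gene IFFO2, had one of -2.75.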

We also note some decreased activity throughout the tree for this group, but the difference is most pronounced for Old World monkeys.

We examined whether tiles derived from the same enhancer peaks tend to fall within the same groups defined above. The 348 human-active enhancer tiles for which we tested additional orthologs derived from 233 candidate enhancers. Of these 233, 75 contained multiple tiles in our set, 9 of which had pairs of tiles that both fell within one of the five groups, which is significantly greater than expected by chance (*p* < 1e-5, permutation test). Three of these nine pairs of enhancers were overlapping tiles, which can potentially narrow down the location of causal mutation(s).

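Tiles of one candidate enhancer fell in the same group in 6 enhancers, and in each the pair overlaps. In LINC02814 another tile, at chromosome 1 from 229283983 to 229284167, was lower in Old World monkeys than N2 by less than its neighbour, with a mean of -0.85 (SD 0.06 over 6 nodes). In DAG1, the dystroglycan gene, tiles at chromosome 3 from 49561004 to 49561182 and from 49561103 to 49561285 had Old World monkey changes of -0.85 (SD 0.10 over 7 nodes) and -1.03 (SD 0.01). Introns of LLGL2, a cell polarity gene, held tiles with hominoid changes of 0.30 (SD 0.19) and 0.88 (SD 0.37), at chromosome 17 from 73545581 to 73545764 and from 73545680 to 73545865. New World monkey changes were 1.20 and 0.29 in a pair of ZMIZ1 tiles, 0.26 and 1.24 in an intergenic pair nearest to ZNF469, and -0.37 in the neighbour of the LINC01271 tile. Shuffling group names over 200 tiles gave 2.02 such enhancers on average (one-sided permutation test, p = 0.0083). When tiles up to 1000 bp apart were joined, the count stayed at 6 against 4.10 for shuffled names (permutation p = 0.20). Over all tiles, the difference between hominoids and Old World monkeys was not correlated between overlapping tiles beyond chance (Spearman rho 0.166, 38 pairs, two-sided permutation p = 0.32).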

#### Characterizing molecular mechanisms for enhancer modulation

We next explored the relationship between the sequence vs. functional evolution in enhancer activity across the primate phylogeny. As a starting point, we asked whether there was a correlation between the accumulation of sequence variation and the magnitude of change in functional activity for enhancer tiles. For every branch along the tree, we calculated the number of mutations between the mother and daughter nodes and the change in activity between the nodes. 

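Branches on which more tiles kept exactly the same score tended to have smaller changes in the other tiles, with exceptions. Numbers of mutations were not used here, and the share of tiles whose mother and daughter hold an identical score was taken in their place. That equal scores stand for equal sequences was not tested. That share ran from 79.5% on the branch from N9 to crab-eating macaque to 2.55% on the branch from N10 to marmoset. Among the tiles that differed, the median absolute log2 change was 0.14 from N5 to N6 and 0.16 from N9 to crab-eating macaque. It was 0.20 from N6 to human, 0.24 from N3 to gibbon, 0.27 from N10 to marmoset and 0.35 from N10 to squirrel monkey. Against the trend, the branches from N3 to N4 and from N7 to N8 had 70.5% and 63.4% identical tiles and medians of 0.22 and 0.23, above the 0.17 from N5 to gorilla with 36.4%. Across the 18 branches the Spearman rho between the share of identical tiles and this median was -0.802 (two-sided permutation test, p = 0.00015), and Pearson's r was -0.735 (p = 0.00025). Without the 2 branches farthest from the median share, rho was -0.735 (p = 0.0018) and r was -0.655 (p = 0.0043). The 18 branches share nodes and so are not independent, and 2511 of 4321 mother and daughter pairs had different scores.

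**Figure D3:**
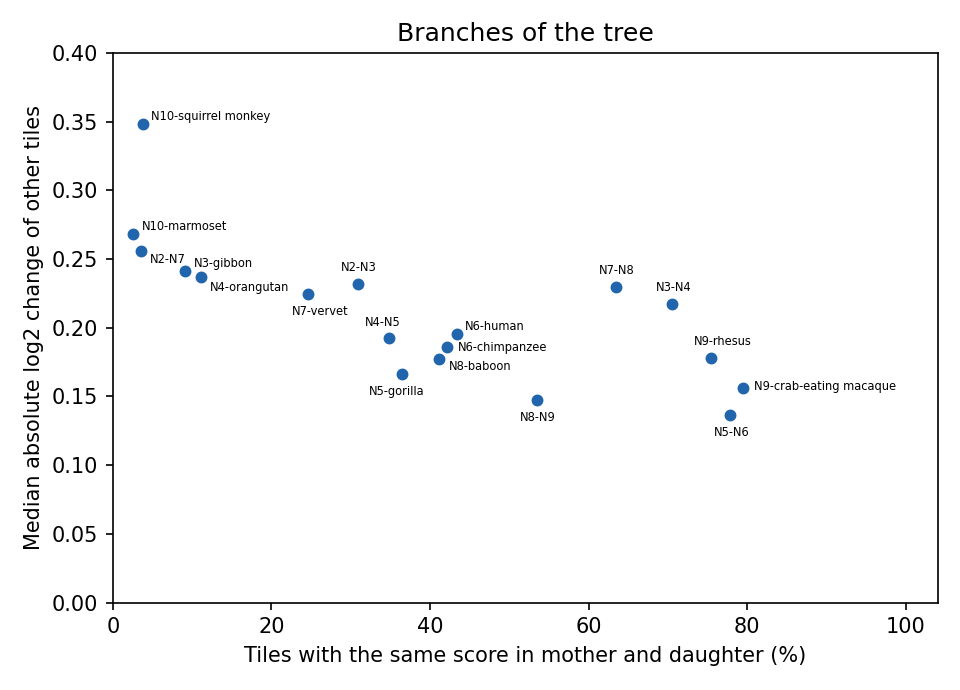
Median absolute log2 change of the tiles whose score differs between mother and daughter (y axis) against the percent of tiles with an identical score (x axis). Each of the 18 points is a branch of the tree, named by its mother and daughter nodes. Branches with few identical tiles, such as the 2 from N10, lie highest.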

There was a significant, albeit modest, correlation between the number of mutations accumulated along a branch and the absolute change in functional activity (Spearman rho = 0.215, *p* = 1.3e-27) (Fig. 5a, Additional file 1: Figure S6). On average, each nucleotide substitution was associated with a 5.4% change in functional activity (slope of best fit line in Additional file 1: Figure S6 normalized to average tile length).

**Fig. 5:**
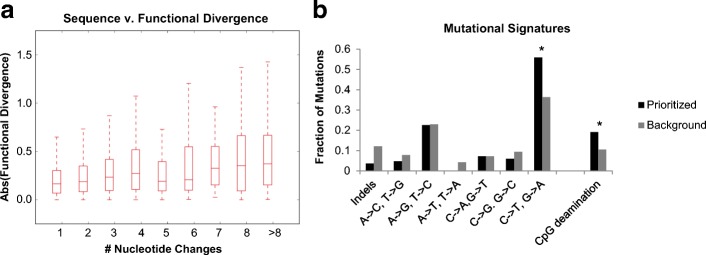
Molecular Characterization of Enhancer Modulation. **a** For every branch along the tree, we calculated the nucleotide and functional divergence. The number of nucleotide changes is on the x-axis and the absolute value of the difference in the logged functional activity between the daughter and ancestral node is on the y-axis. **b** The fraction of indels, A → C and T → G mutations, A → G and T → C mutations, A → T and T → A mutations, C → A and G → T mutations, C → G and G → C mutations, and C → T and G → A mutations in our set of 84 prioritized mutations (those associated with a significant functional difference) in black and 2537 background mutations (those associated with a non-significant functional difference) in gray. Asterisk represents a *p*-value < 0.05 (Fisher’s exact test). First seven tests use a Bonferroni correction. CpG deamination was calculated separately from the mutational spectra, and therefore not corrected for multiple testing

We initially asked whether disruption of certain transcription factor (TF) motifs was associated with changes in functional activity. However, our study was underpowered for this analysis, so we ultimately decided to instead prioritize specific mutations based solely on sequence vs. functional differences across the phylogeny. For each position along a given enhancer tile with a variant in at least one ortholog, we characterized each allele as ancestral (matching the MRCA of human and squirrel monkey, N2) or derived. We then performed Mann-Whitney U tests at each position to test for association between allele status and functional scores, while applying a Bonferroni correction to account for the number of variants tested for each tile. If there were multiple mutations per tile, we only selected the mutation or mutations (in case of ties) with the most significant *p*-values. Through this analysis, we identified a total of 84 mutations that correlated with the functional scores, which we will refer to as “prioritized variants” (Additional file 2: Table S9). 

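Tiles with a prioritized mutation varied more among their versions than other tiles. The SD of the scores over the versions of a tile averaged 0.63 in the 40 tiles of Table S9 (SD 0.38 over tiles) and 0.45 in 187 other tiles with at least 15 scored versions (SD 0.28). The difference of 0.18 has p = 0.0011 in a two-sided permutation test over tiles, though the paper chose the tiles from these scores. The 84 mutations fell 1 to a tile in 20 tiles and up to 7 to a tile. The smallest p of Table S9, the paper's 0.0038, belongs to 2 mutations in a noncoding RNA gene at chromosome 7 from 155744644 to 155744829, 139580 bp from the start of the developmental gene SHH. There 3 hominoids averaged -0.32 (SD 0.61) and 4 Old World monkeys 0.81 (SD 0.19). Of the tiles named for the difference between clades, the LRRC20 tile has 1 prioritized mutation and an SD of 1.52. The tile with most mutations, 7, lies in the long noncoding RNA gene CASC16 near TOX3, at chromosome 16 from 52607608 to 52607785, with an SD of 0.47. An intergenic tile nearest to PTPN1, a tyrosine phosphatase gene, at chromosome 20 from 49011098 to 49011283, has 5 mutations and an SD of 0.70.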

Due to the phylogenetic relationship between mutations, some tiles contained multiple prioritized variants, whereas in other cases, we are not calling any significant mutations on a given tile (Additional file 1: Figure S7). We also generated a set of “background variants,” which did not correlate with functional scores (*p* > 0.05, Mann-Whitney U test). 

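Among the prioritized mutations, 25 changed C to T and 22 changed G to A, together 47 of 84 or 56.0% (exact 95% binomial interval 44.7 to 66.8). The reverse changes were fewer, with 12 from T to C and 7 from A to G, so transitions made up 66 mutations, or 78.6%. Another 3 were deletions of a single base. Mutations of one tile that tie on p are all listed, so they are not independent. The background mutations by type are not used here.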

Within the 84 prioritized variants, there was a significant overabundance of C → T and G → A mutations over background (*p* = 0.0021, Fisher’s exact test, Bonferroni corrected) (Fig. 5b). In order to test whether this effect is due in part to methylation, we looked at the subset of these C → T and G → A mutations, which disrupted a CpG. 

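Loss of a CpG by a C-to-T or G-to-A change accounted for 16 prioritized mutations, or 19.0% (exact 95% binomial interval 11.3 to 29.1). The change in the LRRC20 tile is of this type, as is the single mutation of a tile with 72.1% GC nearest to ZNF469. In the CASC16 tile none of the mutations is of this type, and in the PTPN1 tile 1 is. Against 266 of the paper's 2537 background mutations, a number computed from the paper's share, the odds ratio was 2.01 (two-sided Fisher's exact test, p = 0.019). The one-sided p of this test was 0.015, with the side chosen after the data were seen. The test treats mutations of one tile as independent, which they are not.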

Cytosine deamination within a CpG accounted for 19% of our prioritized variants, compared to only 10.5% of background variants (*p* = 0.015, Fisher’s exact test).

## Discussion

While genome-wide studies demonstrate large-scale turnover of enhancers, the general molecular mechanisms underlying this turnover remain largely unexplored. In this study, we characterized modulation in the activity of hundreds of enhancer tiles throughout primate evolution, with nucleotide-level resolution. We first tried to characterize functional changes using computational tools, and although our tools were able to differentiate enhancers with low nucleotide identity (Fig. 2a), they did not correlate well with our ChIP-seq-based predictions (Fig. 2c) and performed poorly at predicting functional changes between evolutionarily similar sequences (Fig. 3b). There are several reasons why computational models might have performed poorly on our data, particularly for predicting *changes* in expression. First, although progress has been made, accurately predicting the effect of nucleotide mutations on gene expression remains a very difficult challenge [36, 37]. Second, since our model was trained on a relatively small sample size (500 positive and 500 negative MPRA sequences), a more limited training set compared to previous attempts at predicting regulatory mutations [36], it will not have seen all combinations of kmers and therefore might miss epistasis between variants and/or TF binding sites. We therefore decided to test all sequences using STARR-seq, a reporter assay that experimentally measures regulatory activity for a library of sequences.

By testing all elements in the same *trans* environment (a single cell type), our experimental approach provided quantitative and directly comparable measurements, allowing us to measure functional differences between closely related sequences. However, this experimental approach assumes conserved trans-environments throughout the primate lineage. Previous studies have indeed noted that both the specificity of transcription factors for DNA and coactivators has remained highly conserved over much longer evolutionary time scales [38–41].

From both our computational predictions and functional scores, we note a low concordance with ChIP-seq based predictions (30–36%). These numbers are similar to previous attempts to replicate biochemical predictions with high-throughput reporter assays [31, 42, 43], and there are plausible explanations for the difference. The first is the inherent contrast between reporter assays and ChIP-seq. While ChIP-seq measures for the presence of biochemical marks associated with enhancer activity, reporter assays directly test sequences of interest for functional activity. However, while ChIP-seq screens these regions in their chromatinized and extended sequence context, traditional reporter assays, as well as the one used here, screen them as short sequences on a plasmid. Chromatin state differences between episomes and native chromosomes may contribute to the differences.

The second explanation relates to the cell and tissue types used. The ChIP-seq predictions were based on experimental data from primary liver samples from three individuals per species. This may contribute to differences for multiple reasons. First, while most non-coding mutations are not expression-modulating [23, 24], we cannot rule out within-species sequence variation between the tissues tested and reference genomes contributing to functional differences. Second, although most of the liver is composed of a single cell type, hepatocytes, there is still more diversity in such primary tissue than in the cell culture system we used for STARR-seq. Moreover, while we maintain a single *trans* environment in testing all orthologs, HepG2 cells are derived from a hepatocellular carcinoma, and likely have acquired changes during cancer development and immortalization, relative to primary liver. However, the fact that our enhancer tiles are both active in HepG2 cells (ChromHMM and STARR-seq) and in primary liver from humans (H3K27ac ChIP-seq) adds to our confidence that we are characterizing bona-fide enhancers.

Through hierarchical clustering of enhancer tiles normalized to human, we identified several functional groups. The largest group matched our ChIP-seq based predictions, with increased activity in humans and/or hominoids compared to other primate orthologs. We also identified a large group with decreased activity in Old World monkeys (concordant with three of the four ChIP-seq based predictions) and a third group with increased activity in Old World monkeys, or decreased activity in humans. The third group is the opposite of what we expected based on our ChIP-seq predictions, and can potentially be accounted for by the explanations above.

We next characterized evolutionary-functional trajectories for 200 of the enhancer tiles by normalizing all orthologs to the MRCA between hominoids and Old World monkeys. We grouped these trajectories using hierarchical clustering, and identified several common patterns of modulation throughout the primate phylogeny. The most common patterns were tiles with a single gain-of-activity in NWM (or loss-of-activity on the branch leading to Catarrhines) (*n* = 27, Fig. 4b), a single gain-of-activity in Hominoids (*n* = 22, Fig. 4c), a single loss-of-activity in NWM (or gain-of-activity on the branch leading to Catarrhines) (*n* = 29, Fig. 4d), a single loss-of-activity in Hominids (*n* = 22, Fig. 4e), and a single loss-of-activity in OWM (*n* = 36, Fig. 4f).

The group of enhancer tiles with decreased activity in hominids may indicate sub-optimization or fine-tuning of enhancers [27]. In total, 17% of our tiles showed a significant reduction of activity in human compared to N2, suggesting that reductions, without complete loss, of activity may in fact be a common phenomenon in primate enhancers. To determine whether sub-optimization was a general trend across the phylogeny, we calculated the number of enhancer tiles with significant increases or decreases in activity relative to N2. We identified significantly more tiles with decreases relative to N2 than increases. All of these findings are concordant with high ancestral activity of present-day enhancers with subsequent loss to fine-tune activity along the phylogeny, at least for the enhancers that we chose to characterize here, which may be biased by the manner in which they were selected.

Ultimately, we wanted to look for general trends between sequence and functional divergence of enhancers throughout evolution. First, we looked at how the number of mutations accumulated along any branch on the tree correlates with the functional divergence along the branch. We found a modest, but significant correlation between sequence and functional divergence (Spearman rho = 0.215, *p* = 1.26e-27). Previous studies have associated naturally occurring genetic variation to evolutionary changes in expression [26] and population variation in expression [23]. Previous studies have also related synthetic variation to changes in reporter activity [20–22, 27, 44]. However, our focus here is on quantifying the relationship between single nucleotide changes between closely related species occurring during neutral evolution and experimentally-measured functional differences.

To further characterize mechanisms of mutations important in enhancer evolution, we utilized the high nucleotide identity between orthologs and reconstructed ancestral sequences to prioritize several variants, whose allele status correlates with functional activity. We relied on prioritizing variants solely based on sequence content and functional scores, resulting in a list of 84 variants which correlated with functional changes. These 84 variants were enriched for cytosine deamination, particularly within CpGs, compared to variants that were not significantly associated with functional scores. Of note, due to the phylogenetic relationship between mutations within each tile, we cannot say with certainty that prioritized mutations are causal. Rather, we are highlighting variants with the most significant *p*-value, analogous to the lead SNP of a GWAS or eQTL study. Additional studies in which each change is evaluated in the context of a common background may be necessary to identify which mutation (or combination of mutations) causally modifies enhancer activity. Especially within closely related species, CpG deamination is a promising source of evolutionary novelty. Since spontaneous deamination of 5-methylcytosine (5mC) yields thymine and G-T mismatch repair is error prone, 5mC has a mutation rate four to fifteen-fold above background [45].

Besides its increased rate of mutation, there are multiple mechanisms by which CpG deamination may play a significant role in enhancer modulation. One mechanism is by introducing novel transcription factor binding sites or disrupting existing binding sites. In fact, Zemojtel et al. suggested that CpG deamination creates TF binding sites more efficiently than other types of mutational events [46]. CpG deamination may also alter enhancer activity by modifying methylation. Enhancer methylation has been correlated with gene expression, most frequently in cancer patients but also in healthy individuals [47]. Notably, enhancer methylation is both correlated with increased and decreased gene expression, possibly explaining why we see an enrichment of CpG deamination in both gain and loss-of-activity events [48].

## Conclusion

In this study, we aimed to characterize general molecular mechanisms that underlie enhancer evolution. In order to do so, we conducted a large-scale screen of enhancer modulation with nucleotide-level resolution by combining genome-wide ChIP-seq with STARR-seq of many orthologs. We characterized evolutionary-functional trajectories for hundreds of enhancer tiles, demonstrating a significant correlation between sequence and functional divergence along the phylogeny. We identify that many present-day enhancers actually have decreased activity relative to their ancestral sequences, supporting the notion of sub-optimization. We prioritized 84 variants, which correlated with functional scores, and found enrichment for cytosine deamination within CpGs among these prioritized events. We propose that CpG deamination may have acted as an important force driving enhancer modulation during primate evolution.

## Methods

### Identification of potential hominoid-specific enhancers

We downloaded processed H3K27ac and H3K4me3 peak calls from Villar et al. [18]. Within each species, we called enhancers as H3K27ac peaks with a mean fold change ≥10 that were not within 1000 bp of an H3K4me3 replicated peak. While the H3K4me3 filter may remove some active enhancers with modest H3K4me3 peaks, it allows us to filter out alternative promoters that may be unannotated in different species. The analysis resulted in 29,139 enhancer calls vs. 29,700 if we include all peaks at least 1 kb away from an annotated TSS (Ensembl v83). We converted all replicated H3K27ac peaks in rhesus, vervet and marmoset to hg19 coordinates using the UCSC liftover tool with a minimum match of 0.5. Villar et al. called the vervet peaks using the rhesus genome as a reference. We identified potential hominoid gain of function enhancers as predicted enhancers that did not have orthologous H3K27ac enrichment within 1 kb from the summit in rhesus, vervet or marmoset. We converted the 10,611 gain of function enhancers back to the marmoset and rhesus genome with a minimum match of 0.9, with 6862 having orthologs in the three genomes. We intersected our 6862 GOF enhancers with ChromHMM strong enhancer calls in HepG2 using bedtools [49], resulting in a final set of 1015 potential hominoid gain of function enhancers predicted to be active in HepG2.

### Design and synthesis of tiles

For each potential hominoid gain of function enhancer, we defined end points by using the intersection of the H3K27ac peak and HepG2 ChromHMM strong enhancer call. For any intersections less than or equal to 200 nt, we designed a 194 bp tile around the center. For intersections with 200 ≤ length ≤ 400, we split the sequence into 3 overlapping fragments. For intersections > 400 nt, we used 100 bp sliding windows. We created negative controls from 800 tiles using uShuffle to create 200 dinucleotide shuffles each [50], and then picked the shuffled sequence with the fewest 7mers present in the original tile. We then synthesized all 10,544 tiles and 800 negative sequences as part of a 244 K 230mer array from Agilent. The library was amplified from the Agilent array using the HSS_cloning-F (5’-TCTAGAGCATGCACCGG-3′) and HSS_cloning-R (5’-CCGGCCGAATTCGTCGA-3′) primers and cloned into the linearized human STARR-seq plasmid using NEBuilder HiFi DNA Assembly Cloning Kit [30]. The library was transformed into NEB C3020 cells and midi-prepped using the ZymoPURE Plasmid Midiprep Kit (Zymo Research).

### Identification of active tiles

We transfected 5μg of our tiling library and 2.5μg of a puromycin expressing plasmid into three 60 mm dishes, each with approximately 1.5 million HepG2 cells using Lipofectamine 3000 (ThermoFisher) according to manufacturer’s instructions. Twenty-four hours post-transfection, we selected cells with 1 ng/mL puromycin for 24 h. Forty-eight hours post transfection, we extracted DNA and RNA from the cells using the Qiagen AllPrep DNA/RNA Mini Kit (Qiagen). We treated RNA with the TURBO DNA-free Kit (ThermoFisher) and performed reverse transcription with SuperScript III Reverse Transcriptase (ThermoFisher). We amplified the cDNA using NEBNext High-Fidelity 2× PCR Master Mix with 5ul of RT reaction with primers HSS-F and HSS-R-pu1 in a 50ul reaction for three cycles with a 65 °C annealing temperature. PCR reactions were cleaned with 1× Agencourt AMPure XP and eluted in 19ul (Beckman Coulter). We then performed a nested PCR using the whole purified cDNA reaction with primers HSS-NFpu1 (5’-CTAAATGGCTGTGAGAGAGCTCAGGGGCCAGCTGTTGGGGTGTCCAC-3′) and pu1R (5’-ACTTTATCAATCTCGCTCCAAACC-3′). DNA was amplified in one reaction using HSS-NFpu1 and HSS-R-pu1 (5’-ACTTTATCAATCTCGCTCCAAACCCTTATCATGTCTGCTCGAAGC-3′) with 1-2μg of DNA in a 50ul reaction and purified with 1.8× AMPure. We added barcodes and Illumina adaptors using Kapa HIFI HotStart Readymix in 50uL reactions with 1ul of previous PCR product with a 65 °C annealing temperature and primers Pu1F-idx (5’-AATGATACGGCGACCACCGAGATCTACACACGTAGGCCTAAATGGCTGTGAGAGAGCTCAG-3′) and Pu1R-idx (5’-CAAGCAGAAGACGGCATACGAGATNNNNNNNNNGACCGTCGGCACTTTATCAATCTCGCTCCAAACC-3′) and sequenced on a 300 cycle NextSeq 500/550 Mid Output v2 kit with PE150bp reads. We aligned sequencing reads to the input library using BWA mem [51]. We then calculated the normalized RNA/DNA ratio (#aligning RNA reads/All RNA reads divided by #aligning DNA reads/All DNA reads) using a hard DNA read cutoff of > 10 and ratio of zero (zero RNA reads) were excluded from analysis. We defined active tiles as ones with a log2 enrichment score > 1.

### Design of orthologs and ancestral sequences

We identified all orthologs using the UCSC liftover tool with a minimum match of 0.9. For each sequence, we determined the longest ortholog, and set it to 194 bp around the center. We then used LiftOver to identify the end points in other species. 348 of the 697 sequences were present through squirrel monkey, and we decided to use squirrel monkey as our outgroup moving forward. For ancestral reconstruction, we trimmed the hg38 phyloP 20way tree to the 11 species of interest and ran the FastML heuristic [35]. We aligned each sequence with ClustalO to obtain a multiple sequence alignment [52], and then ran FastML (v3.1) with default settings on that alignment and the phyloP tree to create ancestral reconstructions.

### Prediction of tiling and evolutionary results

We trained the gksvm-1.2 from Ghandi et al. using an independent dataset (the 500 top- and bottom-scoring lenti-MPRA sequences from Inoue et al. as the positive and negative training sets, respectively), with default settings (Ghandi et al., 2014; Inoue et al., 2016). We used this model to predict scores for all tiles, and calculated the Spearman rho with our functional data. We next predicted scores for our positive human tiles and predicted negative orthologs from rhesus, vervet and marmoset and performed a two-sample t-test for each comparison. We calculated delta gkm-SVM scores by subtracting the predicted score of each ortholog from the predicted score of the human ortholog (in log scale). We then predicted all eleven orthologs and nine ancestral nodes for all 348 enhancers.

### Functional testing of orthologs and ancestral sequences

All orthologs and ancestral sequences were synthesized as part of an Agilent 230mer 244 K array. We appended 5 bp degenerate barcodes to each sequence by amplifying off the array with JK_R48_5N_HSSR (5’-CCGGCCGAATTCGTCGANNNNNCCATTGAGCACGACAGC-3′) and HSS_cloning-F (5’-TCTAGAGCATGCACCGG-3′). We then cloned the library into the STARR-seq vector in NEB C3020 cells, transfected into HepG2 cells, and prepared sequencing libraries as described above. Since some orthologs have very similar sequences, we aligned sequencing reads to our reference and only extracted error-free matches. For each barcode-tile pair, we calculated the #aligning RNA reads/Total RNA reads divided by the #aligning DNA reads/Total DNA reads. We then took the log2 of this ratio for each barcode-tile pair, and averaged all pairs for each tile. We used a hard cutoff of 10 DNA reads for any barcode-tile pair, and ratio of zero (zero RNA reads) were excluded from analysis before log transformation. Hierarchical clustering was performed on the top ten principal components (to handle missing values) with SciPy v0.19.1 with Python v2.7.3 using the distance metric set as cosine (scipy.spatial.distance.pdist) and the linkage method set as average (scipy.cluster.hierarchy.linkage).

### Molecular characterization

We first looked to see whether the turnover of any transcription factor motifs correlated with functional scores. We ran FIMO to identify TF motifs from HOCOMOCO v9 that were lost or gained in at least one ortholog for each enhancer [32, 33]. For one enhancer at a time, we ran a linear regression for the presence or absence of each TF motif against the functional scores of all orthologs tested. For each TF, we then tested whether the mean slope across all enhancers was equal to zero using a two-sample t-test.

We next looked to see whether any sequence mutations in an enhancer correlated with functional scores of the orthologs. For each enhancer, we performed a multiple sequence alignment using ClustalO. For each site along the enhancer (skipping the first to avoid alignment artifacts), we characterized the allele as ancestral or derived. For each site with a singleton derived allele in at least one ortholog, we conducted a Mann-Whitney U test to see whether the allele associated with the functional scores. We then corrected the *p*-values for the number of sites tested along the enhancer using a Bonferroni correction. For enhancer tiles with multiple prioritized mutations, we only included the mutations with the most significant p-value (if there was a tie, we included all with the same p-value). We then characterized the nucleotide change and summed the number of events over all enhancers. We calculated the Fisher’s exact *p*-value for each type of mutational event, using Bonferroni’s correction to adjust for multiple hypothesis testing. We then looked to see what fraction of C → T and G → A mutations disrupted CpGs, and calculated the Fisher’s exact *p*-value.

## Additional files

Additional file 1: **Figure S1.** Tiling Across Large Enhancer Regions. **Figure S2.** Reproducibility of Tiling Scores. **Figure S3.** Reproducibility of Functional Scores for Orthologs. **Figure S4.** Permuted Species’ IDs. **Figure S5.** Confidence of Ancestral Reconstructions. **Figure S6.** Sequence vs. Functional Divergence. **Figure S7.** Number of Prioritized Mutations per Tile.

Additional file 2: **Table S1.** Tiling Scores. **Table S2.** TF motif enrichment. **Table S3.** gkm-SVM Prediction of Tiles. **Table S4.** Ortholog Scores. **Table S5.** Orthologs normalized to Human. **Table S6.** gkm-SVM Predictions of Orthologs. **Table S7.** Orthologs normalized to N2. **Table S8.** Enhancer Groups from Fig. 4. **Table S9.** Prioritized Mutations.

## References

[1] Britten RJ, Davidson EH (1971). Repetitive and non-repetitive DNA sequences and a speculation on the origins of evolutionary novelty. Q Rev Biol.

[2] King M, Wilson AC (1975). Evolution at two levels in humans and chimpanzees. Science.

[3] Banerji J, Rusconi S, Schaffner W (1981). Expression of a beta-globin gene is enhanced by remote SV40 DNA sequences. Cell.

[4] Moreau P, Hen R, Wasylyk B, Everett R, Gaub MP, Chambon P (1981). The SV40 72 base repair repeat has a striking effect on gene expression both in SV40 and other chimeric recombinants. Nucleic Acids Res.

[5] Wray GA. The evolutionary significance of cis-regulatory mutations. Nat Rev Gen. 2007;8:206–17. 10.1038/nrg2063.10.1038/nrg206317304246

[6] True JR, Carroll SB (2002). Gene co-option in physiological and morphological evolution. Annu Rev Cell Dev Biol.

[7] Frankel N, Davis GK, Vargas D, Wang S, Stern DL (2010). Phenotypic robustness conferred by apparently redundant transcriptional enhancers. Nature.

[8] Levine M (2010). Transcriptional enhancers in animal development and evolution. Curr Biol.

[9] Wittkopp PJ, Kalay G (2011). Cis -regulatory elements : molecular mechanisms and evolutionary processes underlying divergence. Nat Rev Genet.

[10] Wittkopp PJ, True JR, Carroll SB. Reciprocal functions of the Drosophila yellow and ebony proteins in the development and evolution of pigment patterns. Development. 2002;1858:1849–58.10.1242/dev.129.8.184911934851

[11] Gompel N, Prud B, Wittkopp PJ, Kassner VA, Carroll SB (2005). Chance caught on the wing : cis -regulatory evolution and the origin of pigment patterns in Drosophila.

[12] Chan YF, Marks ME, Jones FC, Jr GV, Shapiro MD, Brady SD, Southwick AM, Absher DM, Grimwood J, Schmutz J, Myers RM, Petrov D, Jónsson B, Schluter D, Bell MA, Kingsley DM (2010). Adaptive evolution of pelvic reduction of a Pitx1 enhancer. Science.

[13] Bersaglieri T, Sabeti PC, Patterson N, Vanderploeg T, Schaffner SF, Drake JA, Rhodes M, Reich DE, Hirschhorn JN (2004). Genetic signatures of strong recent positive selection at the lactase gene. Am J Hum Genet.

[14] Tishkoff SA, Reed FA, Ranciaro A, Voight BF, Babbitt CC, Silverman JS, Powell K, Mortensen HM, Hirbo JB, Osman M, Ibrahim M, Omar SA, Lema G, Nyambo TB, Ghori J, Bumpstead S, Pritchard JK, Wray GA, Deloukas P (2007). Convergent adaptation of human lactase persistence in Africa and Europe. Nat Genet.

[15] Kunarso G, Chia N, Jeyakani J, Hwang C, Lu X, Chan Y, Ng H, Bourque G (2010). Transposable elements have rewired the core regulatory network of human embryonic stem cells. Nat Genet.

[16] Mikkelsen TS, Xu Z, Zhang X, Wang L, Gimble JM, Lander ES, Rosen ED (2010). Comparative Epigenomic analysis of murine and human Adipogenesis. Cell.

[17] Cotney J, Leng J, Yin J, Reilly SK, Demare LE, Emera D, Ayoub AE, Rakic P, Noonan JP (2013). The evolution of lineage-specific regulatory activities in the human embryonic limb. Cell.

[18] Villar D, Berthelot C, Flicek P, Odom DT, Villar D, Berthelot C, Aldridge S, Rayner TF, Lukk M, Pignatelli M (2015). Enhancer evolution across 20 mammalian species article enhancer evolution across 20 mammalian species. Cell.

[19] Trizzino M, Park Y, Holsbach-beltrame M, Aracena K. Transposable elements are the primary source of novelty in primate gene regulation. Genome Res. 2017;27(10):1623-33.10.1101/gr.218149.116PMC563002628855262

[20] Patwardhan RP, Lee C, Litvin O, Young DL, Pe D, Shendure J (2009). High-resolution analysis of DNA regulatory elements by synthetic saturation mutagenesis. Nat Biotechnol.

[21] Patwardhan RP, Hiatt JB, Witten DM, Kim MJ, Smith RP, May D, Lee C, Andrie JM, Lee S-I, Cooper GM, Ahituv N, Pennacchio LA, Shendure J (2012). Massively parallel functional dissection of mammalian enhancers in vivo. Nat Biotechnol.

[22] Melnikov A, Murugan A, Zhang X, Tesileanu T, Wang L, Rogov P, Feizi S, Gnirke A, Callan CG, Kinney JB, Kellis M, Lander ES, Mikkelsen TS (2012). Systematic dissection and optimization of inducible enhancers in human cells using a massively parallel reporter assay. Nat Biotechnol.

[23] Vockley CM, Guo C, Majoros WH, Nodzenski M, Scholtens DM, Hayes MG, Lowe WL, Reddy TE (2015). Massively parallel quantification of the regulatory effects of noncoding genetic variation in a human cohort. Genome Res.

[24] Tewhey R, Kotliar D, Park DS, Liu B, Winnicki S, Steven K (2016). Direct identification of hundreds of expression-modulating variants using a multiplexed reporter assay. Cell.

[25] Ulirsch JC, Nandakumar SK, Wang L, Giani FC, Rogov P, Melnikov A, Mcdonel P, Do R, Tarjei S (2016). Systematic functional dissection of common genetic variation affecting red blood cell traits. Cell.

[26] Arnold CD, Gerlach D, Spies D, Matts JA, Sytnikova YA, Pagani M, Lau NC, Stark A (2014). Quantitative genome-wide enhancer activity maps for five Drosophila species show functional enhancer conservation and turnover during cis-regulatory evolution. Nat Genet.

[27] Farley EK, Olson KM, Zhang W, Brandt AJ, Rokhsar DS, Levine MS (2015). Suboptimization of developmental enhancers. Science.

[28] Villar D, Berthelot C, Aldridge S, Rayner TF, Lukk M, Pignatelli M, Park TJ, Deaville R, Erichsen JT, Jasinska AJ, Turner JMA, Bertelsen MF, Murchison EP, Flicek P, Odom DT. Enhancer evolution across 20 mammalian species. ArrayExpress. 2015; https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-2633/.10.1016/j.cell.2015.01.006PMC431335325635462

[29] Ernst J, Kheradpour P, Mikkelsen TS, Shoresh N, Ward LD, Epstein CB, Zhang X, Wang L, Issner R, Coyne M, Ku M, Durham T, Kellis M, Bernstein BE (2011). Mapping and analysis of chromatin state dynamics in nine human cell types. Nature.

[30] Arnold CD, Gerlach D, Stelzer C, Boryn LM, Rath M, Stark A, Boryń ŁM, Rath M, Stark A (2013). Genome-wide quantitative enhancer activity maps identified by STARR-seq. Science.

[31] Inoue F, Kircher M, Martin B, Cooper GM, Witten DM, Mcmanus MT, Ahituv N, Shendure J (2016). A systematic comparison reveals substantial differences in chromosomal versus episomal encoding of enhancer activity. Genome Res.

[32] Kulakovskiy IV, Medvedeva YA, Schaefer U, Kasianov AS, Vorontsov IE, Bajic VB, Makeev VJ (2012). HOCOMOCO : a comprehensive collection of human transcription factor binding sites models. Nucleic Acids Res.

[33] Grant CE, Bailey TL, Noble WS (2011). FIMO : scanning for occurrences of a given motif. Bioinformatics.

[34] Ghandi M, Lee D, Mohammad-noori M, Beer MA. Enhanced regulatory sequence prediction using gapped k-mer features. PLoS Comput Biol. 2014;10 10.1371/journal.pcbi.1003711.10.1371/journal.pcbi.1003711PMC410239425033408

[35] Ashkenazy H, Penn O, Doron-Faigenboim A, Cohen O, Cannarozzi G, Zomer O, Pupko T (2012). FastML: a web server for probabilistic reconstruction of ancestral sequences. Nucleic Acids Res.

[36] Lee D, Gorkin DU, Baker M, Strober BJ, Asoni AL, Mccallion AS, Beer MA (2015). A method to predict the impact of regulatory variants from DNA sequence. Nat Genet.

[37] Beer MA (2017). Predicting enhancer activity and variant impact using. Hum Mutat.

[38] Dowell RD (2010). Transcription factor binding variation in the evolution of gene regulation. Trends Genet.

[39] Zheng W, Gianoulis TA, Karczewski KJ, Zhao H, Snyder M (2011). Regulatory variation within and between species. Annu Rev Genomics Hum Genet.

[40] Nitta KR, Jolma A, Yin Y, Morgunova E, Kivioja T, Akhtar J, Hens K, Toivonen J, Polytechnique F. Conservation of transcription factor binding specificities across 600 million years of bilateria evolution. Elife. 2015:1–20. 10.7554/eLife.04837.10.7554/eLife.04837PMC436220525779349

[41] Long HK, Prescott SL, Wysocka J (2016). Review ever-changing Landscapes : transcriptional enhancers in development and evolution. Cell.

[42] Kheradpour P, Ernst J, Melnikov A, Rogov P, Wang L, Alston J, Mikkelsen TS, Kellis M (2013). Systematic dissection of regulatory motifs in 2000 predicted human enhancers using a massively parallel reporter assay.

[43] Kwasnieski JC, Fiore C, Chaudhari HG, Cohen BA (2014). High-throughput functional testing of ENCODE segmentation predictions. Genome Res.

[44] Smith RP, Taher L, Patwardhan RP, Kim MJ, Inoue F, Shendure J, Ovcharenko I, Ahituv N (2013). Massively parallel decoding of mammalian regulatory sequences supports a flexible organizational model. Nat Genet.

[45] Cooper DN, Mort M, Stenson PD, Ball EV, Chuzhanova NA (2010). Methylation-mediated deamination of 5-methylcytosine appears to give rise to mutations causing human inherited disease in CpNpG trinucleotides , as well as in CpG dinucleotides. Hum Genomics.

[46] Zemojtel T, Kielbasa M, Szymin PF, Arndt S, Behrens G, Bourque MV (2011). CpG deamination creates transcription factor – binding. Genome Biol Evol.

[47] Aran D, Hellman A (2013). DNA methylation of transcriptional enhancers and Cancer predisposition. Cell.

[48] Long MD, Smiraglia DJ, Campbell MJ. The genomic impact of DNA CpG methylation on gene Expression ; relationships in prostate Cancer. Biomol Ther. 2017;7 10.3390/biom7010015.10.3390/biom7010015PMC537272728216563

[49] Quinlan AR, Hall IM (2010). BEDTools : a flexible suite of utilities for comparing genomic features. Bioinformatics.

[50] Jiang M, Anderson J, Gillespie J, Mayne M. uShuffle : a useful tool for shuffling biological sequences while preserving the k-let counts. BMC Bioinformatics. 2008;9 10.1186/1471-2105-9-192.10.1186/1471-2105-9-192PMC237590618405375

[51] Li H. Aligning sequence reads , clone sequences and assembly contigs with BWA-MEM. arXiv. 2013;27:1623-33.

[52] Sievers F, Wilm A, Dineen D, Gibson TJ, Karplus K, Li W, Lopez R, Thompson JD, Higgins DG, Mcwilliam H, Remmert M, Söding J. Fast , scalable generation of high-quality protein multiple sequence alignments using Clustal omega. Mol Syst Biol. 2011;7 10.1038/msb.2011.75.10.1038/msb.2011.75PMC326169921988835

[53] Klein JC, Keith A, Agarwal V, Durham TJ, Shendure J. Functional characterization of enhancer evolution in the primate lineage. GEO. 2018; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113978.10.1186/s13059-018-1473-6PMC606047730045748

[54] Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, Zahler AM, Haussler D (2002). The human genome browser at UCSC. Genome Res.

# Supplementary material for: Functional characterization of enhancer evolution in the primate lineage
**Source:** Genome Biol. 2018 Jul 25;19:99. doi: 10.1186/s13059-018-1473-6
**Supplement:** Supplementary file 1 — Figure S1. Tiling Across Large Enhancer Regions. Figure S2. Reproducibility of Tiling Scores. Figure S3. Reproducibility of Functional Scores for Orthologs. Figure S4. Permuted Species’ IDs. Figure S5. Confidence of Ancestral Reconstructions. Figure S6. Sequence vs. Functional Divergence. Figure S7. Number of Prioritized Mutations per Tile.

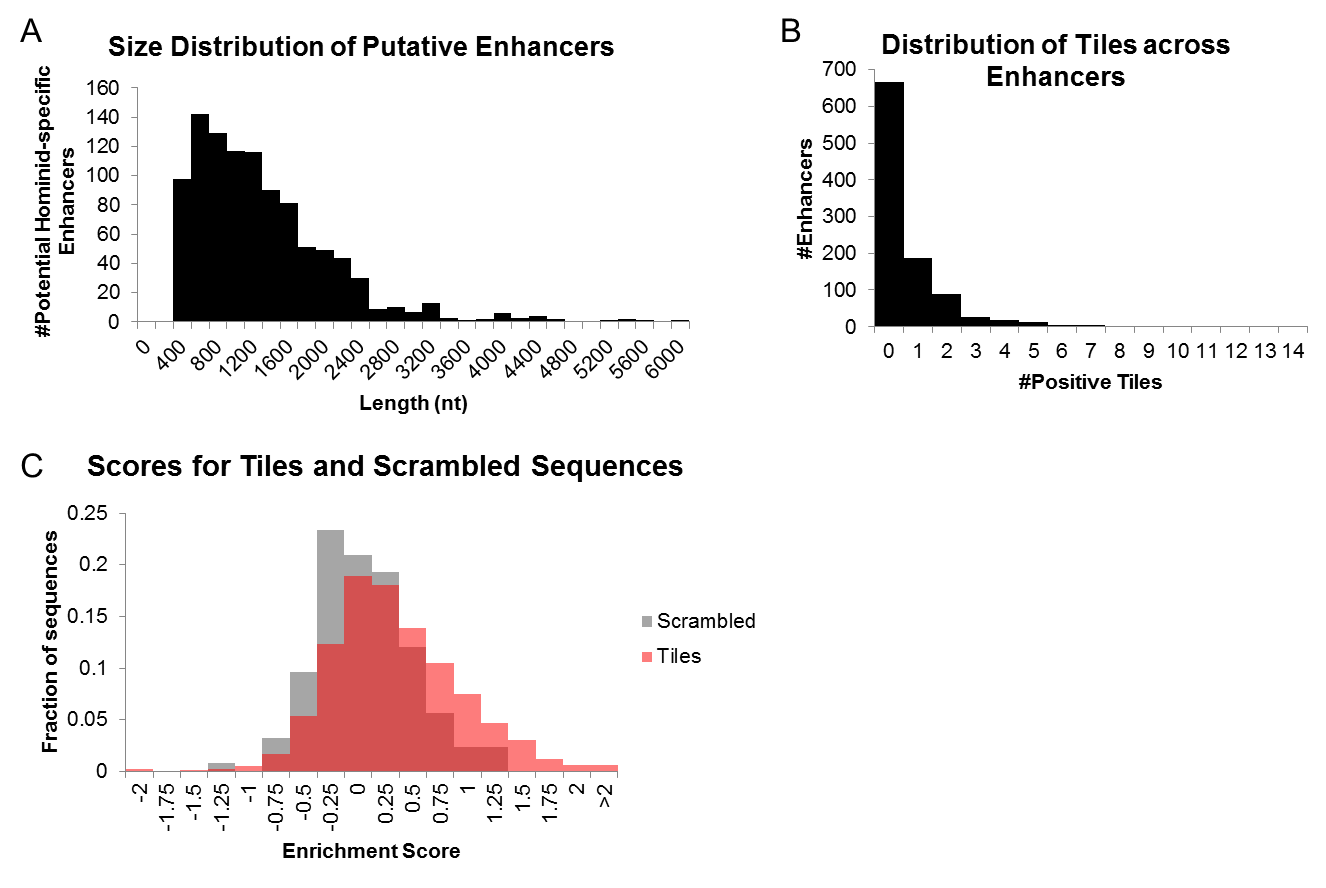

Fig. S1. **Tiling Across Large Enhancer Regions.** A) Histogram of the size for each putative hominoid-specific gain-of-function enhancer defined by the intersection of H3K27ac ChIP-seq from primary tissue and HepG2 ChromHMM strong-enhancer calls. B) Histogram of the number of positive tiles (defined as an enrichment score greater than 2) per putative enhancer. C) Histogram of Z-scores for 6,724 tiles and 124 scrambled sequences.

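In the deposited scores 226 candidate enhancers held 1 active tile, here one with a log2 score above 1, and 160 held 2 or more, with tiles joined over gaps of at most 100 bp.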

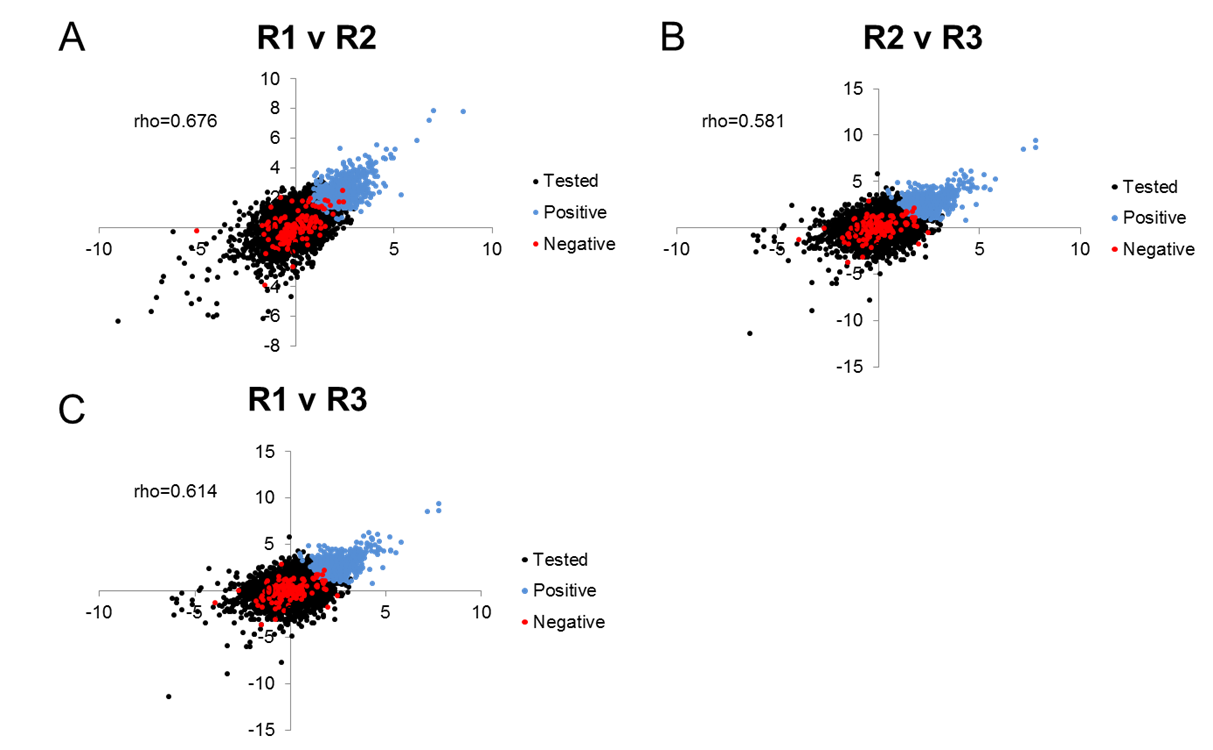

Fig. S2. **Reproducibility of Tiling Scores.** A) Correlation between replicates 1 and 2. Blue points are over 2 standard deviations higher than the average scrambled sequence. Red points are the scrambled sequences (negative controls). Black points are all other tested sequences. B) Correlation between replicates 2 and 3 C) Correlation between replicates 1 and 3.

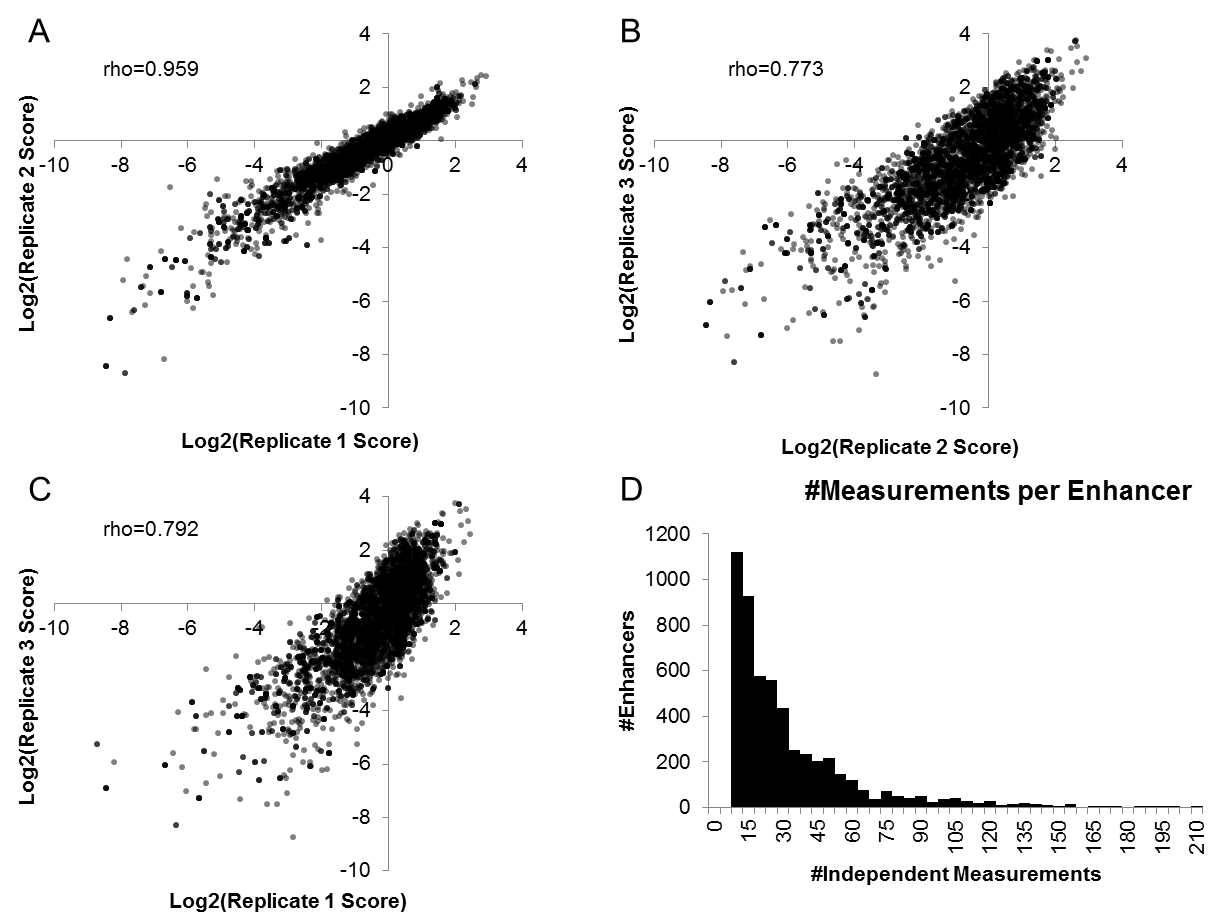

Fig. S3. **Reproducibility of Functional Scores for Orthologs.** A) Spearman correlation between log_2_(normalized RNA/DNA) for biological replicates 1 and 2. B) Spearman correlation between replicates 2 and 3. C) Spearman correlation between replicates 1 and 3. D) Histogram of the number of independent measurements (barcodes) for each enhancer summed across all three replicates.

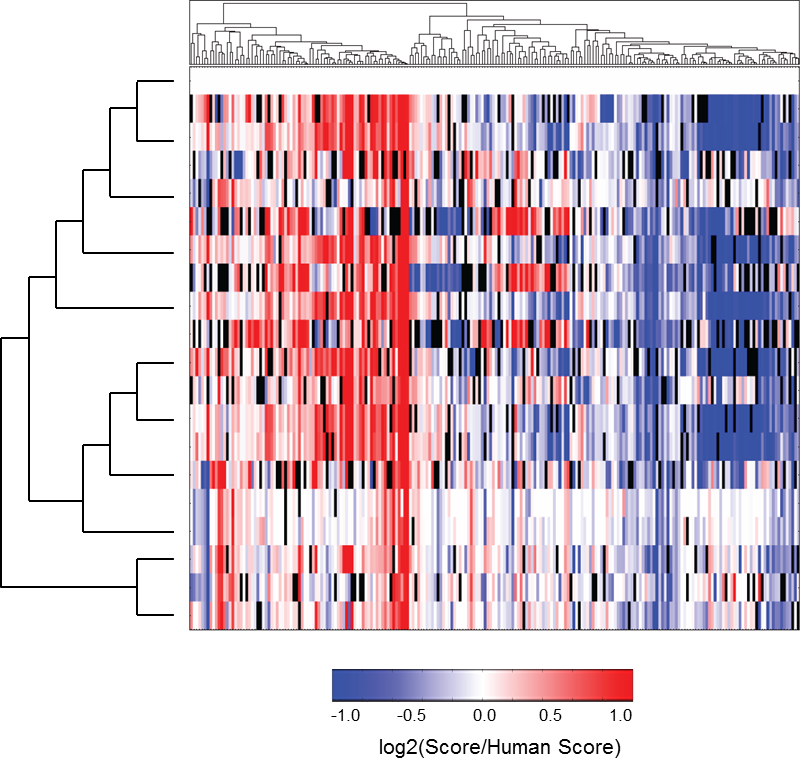

Fig. S4. **Permuted Species’ IDs.** Species’ IDs were randomly permuted (seed=40) before normalization. Orthologs were hierarchically clustered and the same heatmap from Figures 2C and 3C was created.

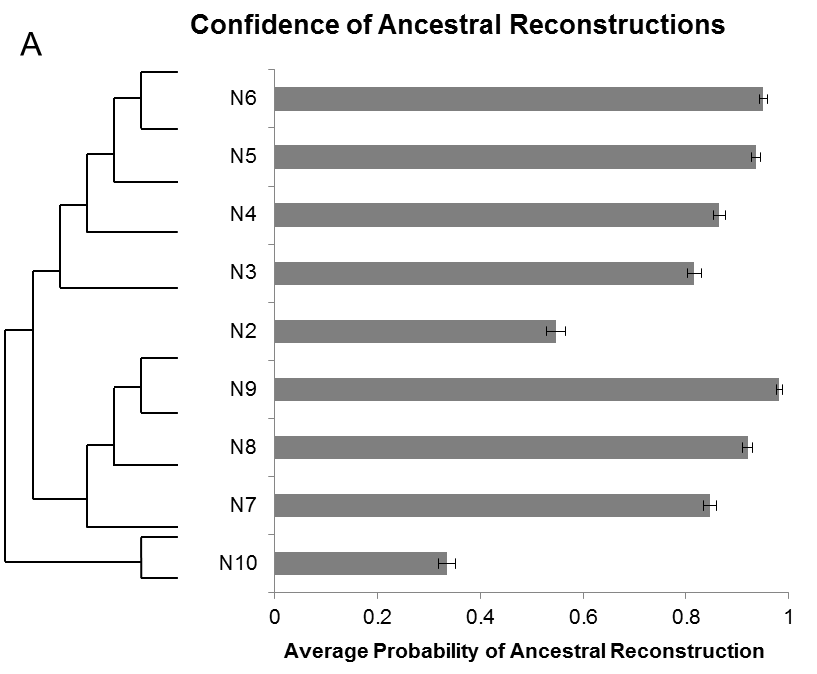

Fig. S5. **Confidence of Ancestral Reconstructions.** The average marginal probability for each ancestral node across all 348 enhancers. Error bars indicate one standard error around the average probability for each node.

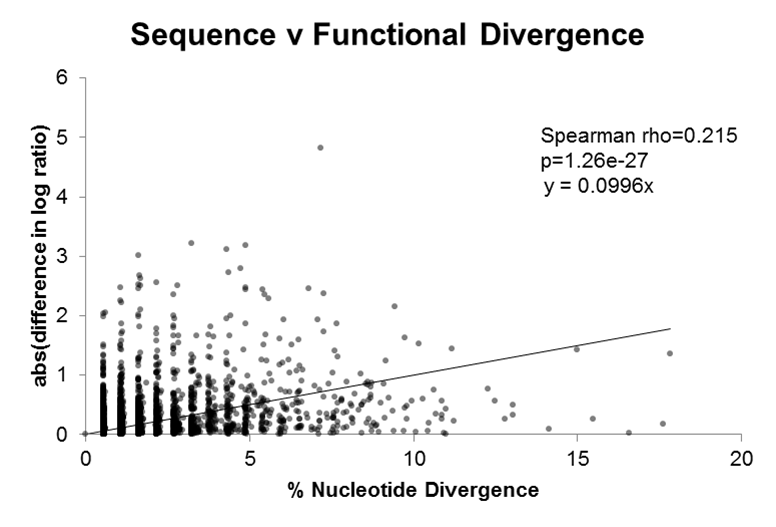

Fig. S6. **Sequence vs. Functional Divergence.** The absolute value of the difference in functional score along a branch v the percent nucleotide divergence between the mother and daughter. This is the same data plotted in Figure 5A. The best fit line is shown, with the intercept set to 0. Average functional change per nucleotide was calculated by taking the slope of the best fit line normalized to the average length of an enhancer tile (185 bp).

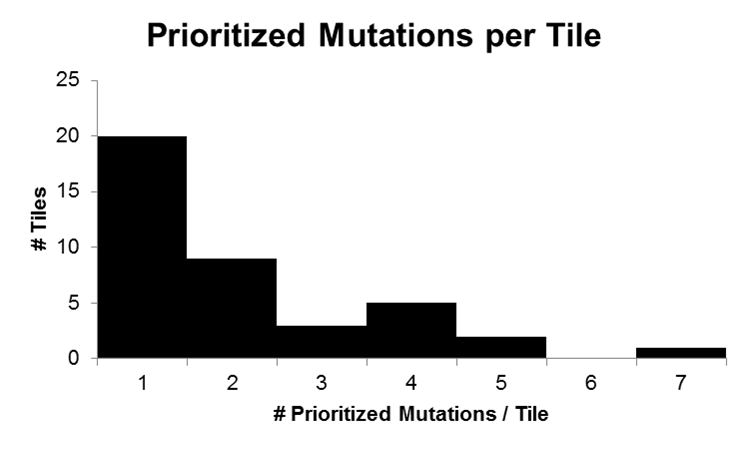

Fig. S7. **Number of Prioritized Mutations per Tile.** The number of prioritized mutations per tile. For cases with more than one, all mutations have the same p-value. 40 of the tiles had at least one prioritized mutation (shown in plot), while 308 tiles had no prioritized mutations. Many of the 308 had missing orthologs and therefore decreased power to detect correlations.

How the deposited data were processed for this re-analysis (not part of the article)

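Regulatory activity was measured by STARR-seq in HepG2 cells, an established human liver cancer cell line, for a tiling library and an ortholog library. Each library was transfected 3 times, and each transfection gave 1 RNA and 1 DNA library, so that 12 libraries stand behind the 2 deposited tables. For the tiling library the authors aligned reads to the designed sequences with BWA mem (version 7.13, with hg19 as the build, in the submitters' processing notes). They left out tiles with few DNA reads or no RNA reads and deposited 1 log2 score per tile, the log2 of the tile's share of RNA reads over its share of DNA reads. How the 3 transfections were combined is not given in the sources used here. For the ortholog library the authors used error-free alignments only, took the same log2 ratio for each barcode, averaged it over barcodes and transfections, and deposited 1 log2 score per sequence. All scores in the 2 tables at hand were used, and the ortholog table holds fewer scored sequences and tiles than the paper counts.

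The tables hold no counts, so depth is unknown for every score and no interval for counting error could be given. They hold no value per transfection or barcode either, so errors and tests run over tiles, and a p-value measures the spread between tiles and not between transfections. Overlapping tiles share sequence and are not independent. In the ortholog library, many versions of a tile hold exactly equal scores, and every change relative to the reconstructed ancestor N2 shares the N2 score of its tile.

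Scores were used as deposited, with no further filter. Differences between versions of a tile were taken by subtraction on the log2 scale. A tile was called active above a score of 1, tiles with gaps of at most 100 bp were joined into candidate enhancers, and 14 other scored versions were asked for beside human or N2, the last as in the paper. Node pairs within and between clades leave out N2. Differences in means were tested by permutation or by sign flips over tiles (100000 resamples), correlations of neighbouring tiles by permuting scores over tiles (10000), and clade structure by permuting node names within tiles (1000). Shares have exact 95% binomial intervals over tiles or mutations. Tests are two-sided unless called one-sided, with a threshold of 0.05. The test for tiles of one enhancer in the same group shuffles group names over tiles. Motif matches were exact matches of consensus sequences on either strand of the hg19 reference, with Fisher's exact test and Benjamini-Hochberg adjustment over the 14 motifs. Genes and features come from GENCODE version 44 mapped to hg19. A tile takes the first class it meets among coding exon, UTR, other exon, intron, long noncoding RNA gene and intergenic. The nearest gene is the protein-coding gene with the nearest transcription start site, so a noncoding RNA gene may lie closer. Motifs and 5 gene lists (liver secreted proteins, hepatocyte transcription factors, lipid, bile acid and drug metabolism, carbohydrate and amino acid metabolism, and the AP-1 family) were fixed before the deposited tables were examined, but with the paper's supplementary tables at hand.

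Tiles named in the text were chosen by a rule written at that time. It takes the 8 highest tiles of the tiling screen, the 3 candidate enhancers with most active tiles, and the 3 largest differences each way between hominoids and Old World monkeys among tiles with every species of one clade on one side of the other. It also takes the 3 largest changes in each group of Table S8 among tiles with every scored node of the clade on one side of N2, the 3 largest drops and rises of human against N2, and each pair of tiles of one enhancer in one group. From Table S9 it takes the 3 tiles with the smallest p and the 2 with most mutations. Values in Tables S5, S7, S8 and S9, which hold ortholog scores or derive from them, were visible when the rule was written, so the rule is not independent of them. Tables S3 and S6 were used as far as they were at hand, and no enrichment was tested on them. Mutations are those of Table S9, and the background share of CpG deamination is the paper's.

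The permutation tests named here were tested on simulated data, each at 1 size of effect. They called 40 of 40 mean differences of 0.28 (6859 sequences), 97 of 100 sign-flip tests of a shift of 0.2 (210 tiles) and 50 of 50 rank correlations of 0.45 (2000 tiles). They also called 20 of 20 clade structures with an SD of 0.5 between clades (340 tiles), 50 of 50 shares below a reference with 69.1% below (250 tiles) and 50 of 50 correlations of 0.3 between neighbouring tiles (600 tiles). Smaller effects, such as some of those observed, were not simulated, so these rates do not apply to them. With none put in, they called 2 of 40, 4 of 100, 3 of 50, 0 of 20, 2 of 50 and 1 of 50. Fisher's exact tests, exact sign tests, the shuffles of group names and of gene lists, and the exchange of species were not simulated. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.

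Alternatives changed the threshold for active tiles, the gap between tiles, the statistic, the unit (tile or candidate enhancer), the size called a difference, the reference node, and the handling of identical scores. The hierarchical clustering of Figs. 3c and 4a, overlaps with ChIP-seq peaks, predictions from other models, counts of mutations per branch, and values per barcode were not analysed here.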

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

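Settings chosen after values were seen are the gaps of 300 and 2000 bp and the minimum of 13 other versions. No paired analysis was possible because each table holds 1 column with the transfections combined, and for the same reason leaving out each replicate in turn and a fit with the replicate as a block were not run. Of 119 alternatives to 49 results, 94 kept the direction and the side of the threshold, or stayed near the value, and the cause of the changes below was not tested except where the setting itself sets the count. The number of active tiles moved to 1650 above 0.58, 147 above about 3-fold enrichment and 1044 above 2 SD of the scrambled controls, and the active share of all designed tiles was 6.58%. Above about 3-fold, 2 motifs passed the test in place of 1, with HNF4 added (odds ratio 3.57), and the odds ratio of FOXA turned to 1.67 and that of the DR1 motif to 0. Against tiles matched on GC content the odds ratio of FOXA turned to 1.93 and that of SP1/KLF to 0.432, and none of these turned ratios passed the test. With all 19 others required, 54 tiles remained beside human and 54 beside N2. Motifs absent from the tiles compared gave no odds ratio (NRF1, HNF1 among tiles matched on GC content), nor did the DR1 motif there, which no matched tile held, and the liver secreted proteins gave no share. For the predicted and measured differences from human, 1 entry per distinct pair of values left the data as they were. The correlation of the tiling and ortholog screens was -8.5e-05 by Pearson. The mean difference of hominoids and Old World monkeys fell short of the threshold with 1 value per candidate enhancer (0.093, permutation p = 0.074). Hominoids were above in 65 tiles and below in 49 beyond 0.25, and above in 22 and below in 9 beyond 1. Human was below N2 in 58 tiles and above in 55 beyond 0.25, and below in 25 and above in 27 beyond 0.5. Relative to N7, 48.3% of the versions that differed were lower, in place of 50.7% relative to N2. The number of enhancers with a pair of tiles in one group no longer passed the test with gaps of 1000 bp (6 enhancers, permutation p = 0.20) or 2000 bp (7 enhancers, p = 0.22). Depth is unknown for every score, so what it limits could not be measured.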

Differences from the paper's values

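The settings of at least 13 other versions and of gaps of 300 and 2000 bp and the one-sided test named here were chosen after the values were seen, and the other settings before the deposited tables were examined, when the paper's supplementary tables, which hold part of the scores, were already at hand. The paper gives a Spearman rho of about -0.002 in Fig. 3b, where it is printed, between predicted and measured differences from human, and over the part of Table S6 at hand it was 0.0032. The sign also differed with Pearson (0.0158). With 1 entry per distinct pair of values it was 0.0032 too, since all 1998 pairs are distinct and this setting changes nothing. The value of 0.0032 did not pass the permutation test (p = 0.89). The paper has 75 candidate enhancers with several tiles, against 43 here, where enhancers were rebuilt from the tile coordinates. With gaps of up to 1000 bp there were 76, with overlapping tiles only 38, and with gaps of up to 2000 bp 77.

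The paper counts 35 tiles with human below N2 by a t-test, and 626 versions below N2 and 543 above it as significant, while the counts here take any difference between scores, so the thresholds differ. Human was below N2 in 99 tiles, and 1624 versions were below and 1577 above. Beyond 0.5, human was below in 25 tiles, which is within 1.5 times the paper's count, and beyond 0.25 in 58, which is not. For all versions, a size of 0.25 gave 844 below and 796 above and a size of 0.5 gave 448 and 419, all within 1.5 times the paper's counts. A size of 1 (214 and 134), identical scores counted once (1010 and 983), and N3 (1673 and 1600), N7 (1560 and 1667) or human (1755 and 1490) as the reference did not come within it.

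The paper proposes that ancestral sequences tended to be more active than their descendants. Here 50.7% of those that differed were lower, and the share was not distinguishable from an even split (permutation p = 0.74). Among differences of more than 1 from N2 the share was 61.5%, and with 1 mean value per tile 54.7%. Relative to N7 it was 48.3%. None of these passed the permutation test (p = 0.091, 0.16 and 0.42). The paper has a minority of its same-group pairs overlap, and here all 6 enhancers with such a pair have overlapping tiles. With gaps of up to 1000 bp, where the number of enhancers with several tiles comes near the paper's, the 6 enhancers were not more than shuffled group names give by the test's threshold (permutation p = 0.20). With at least 13 other versions, 220 tiles had a scored human ortholog, which is the paper's number for at least 14, and 211 had N2. At 14 or more, 211 had a scored human ortholog. The tables used here hold 5218 scored sequences of 340 tiles where the paper counts 5426 of 344, and 694 active tiles where it counts 697, and how far this bears on the other counts was not tested. The paper's share of candidate enhancers with an active tile, 34%, lies between the 26.2% at gaps of 100 bp and the 36.3% at gaps of 300 bp. Gaps of 1000 bp gave 39.6% and overlapping tiles only 17.9%. For CpG deamination against the background the p was 0.019 two-sided, and one-sided, a side chosen after the data were seen, it was 0.015, the paper's value.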

Other observations

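The tests of the choice of tiles and of a few large differences as explanations of the difference between hominoids and Old World monkeys, the partial correlations, the shares by GC content, the shares by annotation and the scores of repeated coordinates were chosen after the values were seen.

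Few candidate enhancers lay nearest to genes of the liver lists, and no list passed the test of its share of active tiles. In the candidate enhancer nearest to CEBPB, a transcription factor of hepatocytes and of the acute phase response, 5 of 11 tiles were active (the list of hepatocyte transcription factors, permutation p = 0.061, Benjamini-Hochberg adjusted p = 0.24 over 4 lists). Near SCD, the stearoyl-CoA desaturase gene, 4 of 19 tiles in 3 candidate enhancers were active (lipid, bile acid and drug metabolism, permutation p = 0.14, adjusted p = 0.28). Near BATF3 and FOSB, members of the AP-1 family, 2 of 11 tiles were active (permutation p = 0.38, adjusted p = 0.51), and near ASS1, a gene of the urea cycle, 1 of 18 (carbohydrate and amino acid metabolism, p = 0.81, adjusted p = 0.81). Genes of secreted liver proteins were nearest to 0 tiles. These are two-sided permutation tests over candidate enhancers.

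By annotation, 16.9% of tiles over coding exons were active (exact 95% binomial interval 12.5 to 22.0), 12.7% over UTRs, 12.6% in long noncoding RNA genes, 11.0% of intergenic tiles, 8.80% of intronic tiles (7.90 to 9.77) and 8.08% over other exons. These shares were not compared by a test. The 11 coordinates listed with 2 scores differed by a median of 0.76 between their scores. Random pairs of tiles differed by 0.54 and overlapping tiles by 0.40. Why they differ was not tested.

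The score of the tiling screen rose with the GC content of the tile (Spearman rho 0.559, permutation p = 1e-04, the smallest the permutations can give), which the paper's text does not discuss, and 32.3% of tiles were active among those with a GC content from 57.2% to 79.9% against 2.67% from 24.2% to 41.8%. The values argue against promoter and exon contexts and the listed motifs as the whole cause, since rho was 0.533 over 4949 intronic and intergenic tiles away from transcription start sites and 0.583 over 4651 tiles with none of the listed motifs. A GC bias of amplification or sequencing may be part of it and cannot be told apart from a preference of the cells for GC-rich enhancers, since the rho of GC content and score in the ortholog screen was 0.129 (n = 262 tiles, p = 0.036), between the bounds set for and against it. The relation between the gapped k-mer prediction and the score had a partial rho of 0.0510 given GC content, and GC content and score one of 0.359 given the prediction. Other biological explanations were not tested.

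The scores of one tile in the tiling and ortholog screens had no detectable correlation (Spearman rho 0.0474, permutation p = 0.45), with 9.23% of human orthologs above 1 when tested again. The ortholog scores were normalized within their own library, where all sequences averaged -0.71. A score of 1 is therefore not the same cut-off in both screens, and this share is not a rate of replication. The paper names the narrow range of the chosen tiles. Within the tiling screen the chosen tiles and their overlapping neighbours had a rho of 0.147 (n = 306, p = 0.0099), so a narrow range may lower the correlation, but the value lies between the bounds set for and against it. Error in the tiling score that carried tiles over the threshold also stays open, since the mean of the unselected overlapping neighbours had a rho of 0.0857 with the human ortholog score (n = 237, p = 0.19). No biological explanation was tested.

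Hominoid versions scored above Old World monkey versions by a mean of 0.11 over 210 tiles (sign-flip permutation test, p = 0.038). With reconstructed nodes added the mean was 0.121 (sign-flip permutation test, p = 0.02). With 1 mean value per candidate enhancer it was 0.093 and did not pass (sign-flip permutation test, p = 0.074). The 247 tiles with N2 and both clades scored are a different set and gave 0.08, reconstructed nodes included. That mean did not pass the sign-flip permutation test either (p = 0.095). If the choice of tiles by the activity of the human sequence were the cause, human would be expected above the other hominoids, and it differed from their mean by 0.0147 (permutation p = 0.64), while the tiling score had a rho of -0.0054 with the difference between the clades (n = 208, p = 0.94). Neither value excludes the choice of tiles, which could act on all hominoids through their similar sequences. The median over tiles was 0.0401 (permutation p = 0.16), so a few tiles with large differences may carry the mean, and this cannot be told apart from a small shift of many tiles. The paper also chose its candidate regions for H3K27ac peaks that were present in human and absent in rhesus, vervet and marmoset. How far that choice bears on the difference was not tested. A difference between the clades that comes from their evolution stays open as an untested hypothesis, for regions chosen in this way.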
